# Tdp1 protects from topoisomerase 1–mediated chromosomal breaks in adult zebrafish but is dispensable during larval development

**DOI:** 10.1126/sciadv.abc4165

**Published:** 2021-01-29

**Authors:** Ringaile Zaksauskaite, Ruth C Thomas, Freek van Eeden, Sherif F. El-Khamisy

## Abstract

Deficiency in the DNA end-processing enzyme, tyrosyl-DNA phosphodiesterase 1 (TDP1), causes progressive neurodegeneration in humans. Here, we generated a *tdp1* knockout zebrafish and confirmed the lack of TDP1 activity. In adulthood, homozygotes exhibit hypersensitivity to topoisomerase 1 (Top1) poisons and a very mild locomotion defect. Unexpectedly, embryonic *tdp1*^−/−^ zebrafish were not hypersensitive to Top1 poisons and did not exhibit increased Top1-DNA breaks. This is in contrast to the hypersensitivity of Tdp1-deficient vertebrate models reported to date. Tdp1 is dispensable in the zebrafish embryo with transcript levels down-regulated in response to Top1-DNA damage. In contrast, *apex2* and *ercc4* (*xpf*) transcripts were up-regulated. These findings identify the *tdp1^−/−^* zebrafish embryo as the first vertebrate model that does not require Tdp1 to protect from Top1-DNA damage and identify *apex2* and *ercc4* (*xpf*) as putative players fulfilling this role. It highlights the requirement of distinct DNA repair factors across the life span of vertebrates.

## INTRODUCTION

Defects in DNA repair are linked to a variety of human disorders (*1*, *2*). DNA repair protects from cancer, neurological disorders, immunodeficiency, and premature aging. One example is spinocerebellar ataxia with axonal neuropathy 1 (SCAN1), which is caused by an autosomal recessive mutation in tyrosyl-DNA phosphodiesterase 1 (TDP1), primarily causing progressive cerebellar atrophy, neuropathy, and distal muscle weakness (*3*). This leads to the development of an ataxic gait, areflexia, dysarthria, loss of vibration sensation, and confinement to a wheelchair by early adulthood. TDP1 repairs a variety of damaged 3′ termini, namely 3′-phosphoglycolate, 3′-deoxyribose phosphate, 3′-histidine, and, importantly, 3′-topoisomerase 1 cleavage complexes (Top1-CCs) (*4*–*7*). Studies in yeast and chicken, as well as studies using recombinant human TDP1, have shown that TDP1 also plays a role in the repair of 5′-phosphotyrosyl lesions, caused by Top2-CCs (*8*, *9*). Top1-CCs occur because of the abortive activity of topoisomerase 1 (TOP1).

TOP1 relieves torsional stresses of DNA by transiently nicking one DNA strand and creating a phosphodiester bond between its active site tyrosine and the DNA, allowing controlled rotation of the nicked strand (*10*). The topoisomerase-DNA intermediate is called a TOP1-CC and can turn into a persistent single-strand break or double-strand break (DSB) because of collision with replication, transcription machinery, or the presence of proximal oxidative or bulky lesions (*11*–*15*). Out of all the lesions that TDP1 repairs, TOP1-CCs are the preferred substrates and have received the most interest because of their antireplicative properties, which can be used in cancer therapy by employing agents that stabilize TOP1-CCs, such as camptothecin (CPT) and its water-soluble analog topotecan (TPT) (*16*).

TDP1 cleaves the phosphodiester bond between the DNA and topoisomerase 1 by first generating a TDP1-DNA intermediate, which is then hydrolyzed using the histidine-493 active site (*6*, *17*). The H493R mutation in SCAN1 not only reduces TDP1 activity by 25-fold but also causes the accumulation of TDP1-DNA complexes; thus, it may have neomorphic properties (*18*, *19*). It is unclear whether the SCAN1 phenotype arises because of a reduction in TDP1 activity and, thus, elevated TOP1-CC levels, accumulation of TDP1-DNA complexes, or both.

*Tdp1^−/−^* mouse models were generated by three separate groups with some evidence of mild cerebellar degeneration (*19*–*21*). Notably, *Atm^−/−^* mice also do not adequately recapitulate the most notable clinical phenotype in ataxia telangiectasia, which is neurodegeneration, raising the question whether mouse is the ideal organism to model human neurological disorders (*22*). In an attempt to study the physiological function of TDP1 at the whole organismal level, we used CRISPR-Cas9 to generate a zebrafish *tdp1^−/−^* model. Zebrafish are vertebrates with high genetic similarity to humans that offer external development, high fecundity, and larval transparency and reach sexual maturity quickly, allowing large-scale studies that were not previously possible in mammalian models. Here, we describe the zebrafish *tdp1^−/−^* model and characterize its phenotype. We show that adult, but not embryonic, *tdp1^−/−^* zebrafish exhibit hypersensitivity to TOP1 poisons and a very mild behavioral defect. Our findings indicate that in the embryos, *tdp1* is down-regulated and, instead, *apex2* and *ercc4* (*xpf*) are up-regulated in response to Top1 inhibition. This model will be a valuable tool for the generation of a humanized SCAN1 zebrafish and will form the basis for genetic and chemical modifier screens to unravel new physiologically relevant TOP1-mediated repair mechanisms and adjuvants for TOP1-targeting chemotherapeutics.

## RESULTS

### Generation and validation of *tdp1^−/−^* zebrafish

Similar to mammals, zebrafish contain a single *tdp1* ortholog. The zebrafish *tdp1* gene encodes a protein of 615 amino acids with a high degree of similarity to its human counterpart (Fig. 1, A and B). All five DNA-interacting amino acids and six catalytic residues are conserved. Whole-mount in situ hybridization revealed ubiquitous *tdp1* expression with an emphasis in the head in 24-hpf (hours post-fertilization) wild-type embryos (Fig. 1C).

**Fig. 1:**
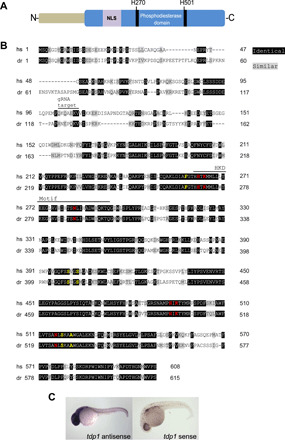
Zebrafish Tdp1 protein and its expression. (**A**) Schematic structure of zebrafish Tdp1 protein, depicting the nuclear localization signal (NLS), phosphodiesterase domain, and active site histidines H270 and H501 (*64*). Zebrafish H501 corresponds to human H493. (**B**) Alignment of *Homo sapiens* (hs) and *D. rerio* (dr) TDP1 protein sequence. Identical sequences are highlighted in black, and similar sequences are highlighted in gray. The sequence targeted for deletion and catalytic HKD motifs [HxK(x)_4_D(x)_6_GSxN] with catalytic sites (in red) are noted (*64*, *65*). Yellow denotes amino acids that contact the DNA substrate during repair. Accession numbers are as follows: hsTDP1, ENST00000335725.8, and drTdp1, ENSDART00000150149.2. Sequences were aligned using the Protein BLAST website: https://blast.ncbi.nlm.nih.gov/Blast.cgi?PAGE=Proteins. (**C**) Whole-mount in situ hybridization for *tdp1* mRNA in wild-type zebrafish at 24 hpf. Sense probes for *tdp1* mRNA were used as a negative control.

Two deletion alleles, SH475 and SH476, were generated in exon 2 of the zebrafish *tdp1* gene using the CRISPR-Cas9 system (Fig. 2, A to C). SH475 and SH476 contained a 4– and 5–base pair (bp) deletion, respectively, which both cause a frameshift and result in a putative early stop codon 21 and 6 amino acids downstream of the deletion, respectively (Fig. 2C). The founders carrying these alleles were out-crossed to a wild-type strain to create *tdp1^−/+^* zebrafish (*tdp1^SH475/+^* and *tdp1^SH476/+^*), which were then crossed to produce *tdp1^SH475/SH476^* and *tdp1^SH475/SH475^* (hereafter referred to as *tdp1^−/−^*) fish. *Tdp1^−/−^* animals were born at expected Mendelian ratios, had normal longevity, and appeared to be in good health (Fig. 2D). To confirm the loss of Tdp1 protein in the mutants, we used a TDP1 biochemical activity assay. In this assay, a labeled oligonucleotide harboring a 3′ phosphotyrosyl moiety (3′-PY) is incubated with whole embryo lysate. If active TDP1 is present, then a band shift on a DNA sequencing gel is observed (Fig. 2E). The band shift denotes the cleavage of the phosphodiester bond between the phosphate and tyrosine, which mimics the bond linking the tyrosine residue in TOP1 and the 3′ terminus of DNA. We incubated lysates from 4-dpf (days post-fertilization) embryonic and adult fish with such an oligonucleotide and did not observe a band shift in *tdp1^−/−^* samples, confirming that Tdp1 activity has been abolished by the mutation at 4 dpf (Fig. 2, F and G).

**Fig. 2:**
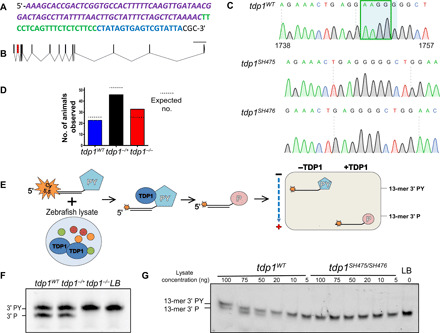
Generation and validation of *tdp1^−/−^* zebrafish using the CRISPR-Cas9 system. (**A**) Sequence of oligonucleotide used for guide RNA (gRNA) synthesis. The scaffolding sequence is in purple; the target sequence is in green, and the T7 polymerase promoter is in blue. (**B**) Intron-exon structure of the *D. rerio tdp1* gene. Exon 2 (in red) was targeted for mutation by Cas9; scale bar, 5000 bp. Photo credit: Ringaile Zaksauskaite, University of Sheffield (generated using http://wormweb.org/exonintron). (**C**) Sequences of the target region in *tdp1^WT^* zebrafish and two isolated deletion alleles, *tdp1^SH475^* and *tdp1^SH476^*. The 5-bp deletion (SH476; light blue box) and the 4-bp deletion (SH475; green square). (**D**) *Tdp1^−/+^* zebrafish were crossed and genotyped at adulthood; χ^2^ = 2.941 with two degrees of freedom; two-tailed *P* value of 0.5316. (**E**) Diagram depicting the TDP1 activity assay showing a 5′ labeled oligomer with a 3′-phosphotyrosyl (PY) that is incubated with zebrafish protein lysate. Active TDP1 processes the 3′-PY into a phosphate group, resulting in a band shift on a DNA sequencing gel. (**F**) TDP1 activity assay was performed on 600 ng of lysate from 4-dpf embryos. (**G**) TDP1 activity assay was performed on fin clips from adult zebrafish. LB, lysis buffer control

### Adult, but not embryonic, *tdp1^−/−^* zebrafish exhibit a very mild locomotion defect

To assess potential progressive neurodegeneration in *tdp1^−/−^* zebrafish, behavioural analysis using a camera system was performed in *tdp1^−/−^* fish and *tdp1*^WT^ siblings every 2 months from 14 to 24 months of age (Fig. 3 and fig. S1). Parameters measured were the number of times each of the three speeds (low, medium, and high) were initiated (speed count), the length of time spent swimming at each speed (speed duration), total distance, and average speed. We defined low speed as <30 mm/s, medium speed as 30 to 60 mm/s, and high speed as 60 mm/s or above. Data analysis revealed a modest but significant reduction in two of six time points for low speed count, medium speed duration, and count in the *tdp1^−/−^* fish in comparison to wild types (Fig. 3). Although an overall trend of reduced locomotion was observed across all parameters, the difference between *tdp1^−/−^* fish and their wild-type siblings in low speed count, medium speed, high speed duration and count, total distance traveled, and average speed did not reach statistical significance (Fig. 3 and fig. S1, A and B). These data suggest a trend of mildly impaired locomotion across all parameters tested.

**Fig. 3:**
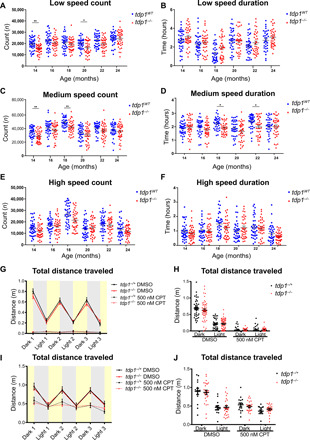
*Tdp1^−/−^* fish have a mild locomotion defect in adulthood but not at 4 to 5 dpf. (**A** to **F**) Adult zebrafish movement was recorded with a camera system for 6 hours. Time spent swimming at low (<30 mm/s) (A), medium (30 to 60 mm/s) (C), and high (E) speeds (60 mm/s or above) and count of times low (B), medium (D), and high (F) swimming speeds were plotted. Each of the 18 fish from either genotype was recorded twice (*n* = 36) and shown as average ± SEM. *P* values were calculated by two-tailed Student’s *t* test with Holm adjustment for multiple comparisons. (**G** to **J**) Four-dpf (G and H) and 5-dpf (I and J) embryos from a single female *tdp1^−/−^* and male *tdp1^−/+^* incross were subjected to 3 cycles of 5-min darkness and 5-min light using the photomotor response assay. (G and I) Total distance traveled in each cycle was plotted in each data point as average ± SEM. *P* value, two-tailed Student’s *t* test. (H and J) Total distance traveled in all light or dark cycles was measured. Lines indicate average ± SEM. (I) Total distance traveled each cycle was plotted as average ± SEM. *P* values were calculated using two-tailed Student’s *t* test. DMSO, dimethyl sulfoxide. *P < 0.05; **P < 0.01.

The fish were also subjected to swim tunnel analysis at 19 months of age (fig. S1, C to F). In this assay, the fish were placed in a tube filled with water and an increasing current was applied against them. Endurance of the fish can be determined by calculating the critical swimming speed, *U*_crit_, as described in Materials and Methods. Critical swimming speed is dependent on the percentage of fish still swimming at each flow rate, which was not affected in *tdp1^−/−^* fish (fig. S1D). Since the weight and length of the fish could affect the result, these parameters were measured among the fish tested and were found to be equal (fig. S1, E and F). Recovery after vestibular disorientation was also examined using the “drop test” (fig. S1, G to I). Fish were dropped into a deep tank from 10 cm above the water, and time spent at the bottom part of the tank, freezing duration, and number of transitions between the top and the bottom of the tank were recorded. Wild-type fish tend to first freeze at the bottom, then swim at the bottom of the tank, and later explore the top region (*23*). Any deviation from this typical response could indicate vestibular defects. However, no significant differences between wild-type and *tdp1^−/−^* fish were found in the duration of time spent in the bottom area of the tank (fig. S1G), number of transitions between top and bottom of the tank (fig. S1H), or freezing duration (fig. S1I).

To assess whether any ataxic phenotypes were present during development, we monitored the photomotor response of 4- and 5-dpf embryos with and without exposure to the TOP1 inhibitor, CPT. On the basis of the known function of *tdp1* and observations in mice, CPT treatment was expected to exacerbate otherwise mild phenotypes (*19*, *21*). *Tdp1^−/−^* females were crossed with *tdp1^−/+^* males to avoid any maternal contribution of *tdp1* mRNA in the progeny. The embryos were then treated with 500 nM CPT overnight and subjected to 5-min light/5-min dark cycles (Fig. 3, G to J), which have been shown to produce a highly robust pattern of larval movement (*24*–*28*). Measurement of total distance traveled by the larvae at each 5-min cycle (Fig. 3, G and I) and in all light and dark cycles combined (Fig. 3, H and J) revealed no significant differences between *tdp1^−/−^* and *tdp1^−/+^* siblings at 4 and 5 dpf.

### Adult *tdp1^−/−^* zebrafish are hypersensitive to Top1 poisons

TDP1-deficient human, avian, and murine cells, as well as *Tdp1^−/−^* mice, are hypersensitive to topoisomerase-linked breaks induced by CPT and its clinical derivatives, TPT and irinotecan (*8*, *19*, *21*, *29*). To ascertain the role of Tdp1 in zebrafish following exposure to topoisomerase 1 poisons, 27-month-old animals were subjected to intraperitoneal injections of TPT. The fish received one daily injection of 22.5 mg/kg for two consecutive days, and their locomotion was monitored after each injection and then 24, 48, and 72 hours after the second injection (Fig. 4 and fig. S2). Locomotion analysis revealed a significant reduction in total distance traveled over 6 hours in TPT-treated *tdp1^−/−^* fish in comparison to dimethyl sulfoxide (DMSO)–injected *tdp1^−/−^* fish at 24 (Fig. 4A) and 48 hours (Fig. 4B) after the second injection. Likewise, a corresponding decrease of average speed was found in TPT-treated *tdp1^−/−^* fish in comparison to DMSO-injected *tdp1^−/−^* fish at 24 (Fig. 4C) and 48 hours (Fig. 4D) after the second injection. TPT treatment did not significantly affect low speed count at 24 hours (Fig. 4E) but markedly reduced it at 48 hours in TPT-treated *tdp1^−/−^* fish, in relation to control *tdp1^−/−^* fish (Fig. 4F). On the other hand, low speed duration was not altered because of the treatment (Fig. 4, G and H). Medium speed count was not affected at 24 hours (Fig. 4I) but strongly reduced at 48 hours in the TPT-treated *tdp1^−/−^* fish in comparison to DMSO-injected *tdp1^−/−^* fish (Fig. 4J). Likewise, differences in medium speed duration between TPT-treated and DMSO-treated *tdp1^−/−^* fish were not significant until 48 hours after the second injection (Fig. 4, K and L). Furthermore, no obvious differences were observed in high speed count at 24 hours after treatment (Fig. 4M), while at 48 hours, high speed count was reduced in TPT-treated *tdp1^−/−^* fish, in relation to control *tdp1^−/−^* fish (Fig. 4N). High speed duration was significantly lower at both the 24- and 48-hour time points in the TPT-treated *tdp1^−/−^* fish in comparison to DMSO-injected *tdp1^−/−^* fish (Fig. 4, O and P). All locomotion parameters were also quantified 72 hours after the second injection, but no significant differences were found (fig. S2). To summarize, TPT treatment significantly decreased low speed count, medium speed duration, and high speed duration and count in *tdp1^−/−^* animals at 48 hours after the second injection. High speed duration was also lower in TPT-treated *tdp1^−/−^* fish than in DMSO-treated *tdp1^−/−^* fish at 24 hours after the second injection. Notably, none of the locomotion parameters were significantly different in wild-type siblings before and after treatment at this dose, showing that adult *tdp1^−/−^* zebrafish are hypersensitive to increased Top1-CCs.

**Fig. 4:**
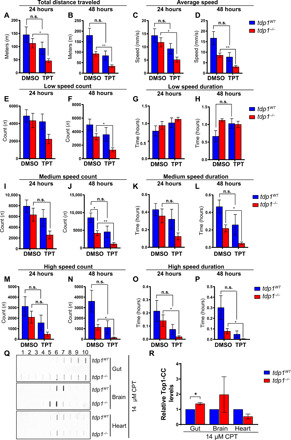
Adult *tdp1^−/−^* zebrafish are hypersensitive to TPT. (**A** to **P**) Zebrafish (27-month-old) were intraperitoneally injected with TPT (22.5 mg/kg) or DMSO (22.5 mg/kg) on two consecutive days for a final concentration of 45 mg/kg and monitored for 1.5 hours using a camera system 24 and 48 hours after the second injection. *P* values, two-tailed Student’s *t* test with Holm post hoc analysis for multiple comparisons. Total distance traveled (A and B), average speed (C and D), low speed count (E and F), low speed duration (G and H), medium speed count (I and J), medium speed duration (K and L), high speed count (M and N), and high speed duration (O and P) were quantified after the second injection. (**Q**) Tissues were dissected from 29-month-old fish and treated with 14 μM CPT for 2 hours and then examined for Top1-CC accumulation using CsCl fractionation and immunoblotting, as described in Materials and Methods. (**R**) Quantification of (Q); two biologically independent experiments for heart and gut and four for brain; for each independent repeat, either four hearts or four guts were pooled. One brain was used for each independent repeat; ±SEM. *P* values, two-tailed Student’s *t* test. n.s., not significant. *P < 0.05; **P < 0.01.

To confirm TPT hypersensitivity in adult *tdp1^−/−^* zebrafish, we dissected the gut, brain, and heart from 29-month-old fish and treated the tissues with CPT (Fig. 4, Q and R). Tissue lysates were subjected to cesium chloride fractionation to purify Top1-linked DNA breaks. CPT treatment caused a significant increase in Top1-CCs in the gut of *tdp1^−/−^* zebrafish in comparison to their wild-type siblings, but there were no significant differences in the brain or heart tissues. Increased Top1-CC level in the gut of CPT-treated adult *tdp1^−/−^* zebrafish is consistent with the observed reduced mobility phenotype after TPT treatment.

### Embryonic *tdp1^−/−^* zebrafish are not hypersensitive to Top1 poisons

We next wondered whether embryonic *tdp1^−/−^* zebrafish would also be hypersensitive to Top1 poisons. *Tdp1^−/+^* fish were incrossed, and the progeny was treated with various concentrations of CPT at 4 dpf for 16 hours. As each concentration produced a range of phenotypes at 5 dpf, the fish exhibiting the most severe phenotypes, such as body curvature, brain necrosis, and lack of swim bladder were blindly selected and genotyped (Fig. 5A). From previous studies, we predicted that the most severely affected embryos should be positive for *tdp1* mutation (*19*, *21*, *30*). In notable contrast to our prediction, genotyping revealed a Mendelian distribution of genotypes across the selected embryos (Fig. 5B). The lack of hypersensitivity of *tdp1^−/−^* embryos could be a result of maternal contribution of *tdp1* mRNA. To address this possibility, we repeated this experiment by crossing female *tdp1^−/−^* fish to male *tdp1^−/+^* fish. Unexpectedly, the genotypes blindly selected this way were also consistent with Mendelian ratios from such a cross (Fig. 5C). To ascertain whether CPT was indeed inhibiting topoisomerase 1 in zebrafish, Top1-CC induction in 3-dpf *tdp1^−/−^* embryos was measured by cesium chloride fractionation of lysates into free protein, DNA-protein complexes and free DNA after a 2-hour CPT treatment (Fig. 5, D and E). Immunoblotting of fractions with a Top1-CC antibody revealed that CPT did induce Top1-CCs in equal levels in *tdp1^−/−^* and *tdp1^WT^* fish. Together, these results suggest that zebrafish embryos, but not adults, can tolerate Top1-induced DNA breaks despite Tdp1 loss.

**Fig. 5:**
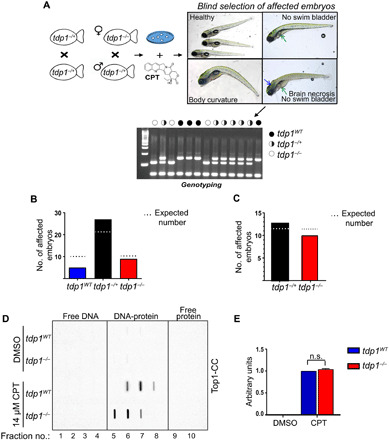
*Tdp1^−/−^* zebrafish embryos are not hypersensitive to CPT. (**A**) Diagram of blind assay to assess CPT sensitivity showing embryos with severe body curvature or brain necrosis or lacking swim bladders. (**B**) *Tdp1^−/+^* fish were incrossed, and at 4 dpf, sibling embryos were treated with CPT (350, 500, and 750 nM) overnight. At 5 dpf, the most strongly affected embryos were blindly selected and genotyped. χ^2^ = 4.902 with two degrees of freedom. The two-tailed *P* value is equal to 0.0862. (**C**) A female *tdp1^−/−^* fish was crossed with a male *tdp1^−/+^* fish, and at 4 dpf, the embryos were treated with 500 and 1 μM CPT overnight. At 5 dpf, most strongly affected siblings were blindly selected at each concentration and genotyped. χ^2^ = 0.391 with one degree of freedom. The two-tailed *P* value is equal to 0.5316. (**D**) Three-dpf embryos were treated with 14 μM CPT for 2 hours; then, TOP1-CC was examined using CsCl fractionation and immunoblotting, as described in Materials and Methods. (**E**) Quantification of (D); three biologically independent experiments, ±SEM. *P* values, two-tailed Student’s *t* test.

### Embryonic *tdp1^−/−^* fish do not exhibit increased CPT-induced DNA double-stranded breaks

Top1-CCs could be converted into DNA DSBs during replication. Therefore, we measured overall and local phosphorylated H2A histone family member X (γH2AX) levels in *tdp1^−/−^* embryos after CPT and ionizing radiation (IR) treatment. IR primarily causes DNA strand breaks and base modifications, both of which can trap Top1 on DNA (*31*, *32*). First, 4-dpf embryos were treated with CPT overnight and then harvested for immunoblotting for γH2AX at 5 dpf (fig. S3, A and B). An induction of γH2AX was observed in both genotypes, without a significant increase in *tdp1^−/−^* embryos. The embryos were also treated with irradiation at 24 hpf, and overall γH2AX levels were analyzed by immunoblotting; however, similar levels of γH2AX were observed (fig. S3, C and D). As the cerebellum is selectively vulnerable in SCAN1 patients and mice, local induction of γH2AX foci in the 24-hpf cerebellum and optic tectum was also quantified. Embryos (24 hpf) were irradiated with 22 gray and fixed either immediately or after a 30-min recovery for immunofluorescence analysis (fig. S3E). Quantification of γH2AX foci revealed no significant differences in IR-induced DSBs between genotypes in both tissues (fig. S3F).

### Tdp1 is dispensable for Top1-CC repair in the zebrafish embryo

The hypersensitivity to Top1 poisons in adult zebrafish, but not embryos, suggests the presence of a compensatory pathway during the embryonic stages, which could be either overwhelmed or inaccessible during adulthood. It has been shown that Tdp2 can repair Top1-CCs in the absence of Tdp1 (*33*). To investigate the possibility of compensation by Tdp2, we treated 4-dpf embryos with 500 nM CPT overnight and harvested the embryos for protein and RNA analyses. We chose a low dose of CPT (500 nM) for a longer time (16 hours) over a shorter pulse with a high dose to observe the long-term effects on transcription. Embryo lysates were incubated with a labeled oligonucleotide with a 5′ phosphotyrosyl moiety, mimicking Top2-CCs, and then run on a DNA sequencing gel, where a band shift indicates Tdp2 activity. No overt differences were observed between wild-type and *tdp1^−/−^* embryos (Fig. 6A). The RNA was transcribed into cDNA and used for quantitative polymerase chain reaction (qPCR) analysis of mRNA levels. Contrary to expectations, *tdp2b* mRNA was significantly reduced in DMSO-treated *tdp1^−/−^* embryos (Fig. 6B). This difference, however, seemed to be abrogated by CPT whereby *tdp2b* mRNA exhibited similar levels in *tdp1^−/−^* and *tdp1^WT^* embryos. Thus, *tdp2b* is not the responsible compensatory factor. We then tested the next most likely compensation candidates *mre11a*, *mus81*, *ercc1-ercc4*, *apex2*, and *rbbp8*. These endonucleases have been shown to have the ability for Top1-CC repair in mouse, chicken, and yeast cells (*34*–*39*). We treated 4-dpf embryos with 500 nM CPT overnight for 16 hours and harvested RNA at 5 dpf. The RNA was transcribed into cDNA, which was used as a template in qPCR (Fig. 6C). Two different primer pairs were used for *apex2*: one targeting both transcript 201 (*ENSDART00000021514.7*) and 202 (*ENSDART00000189272.1*), denoted *apex2*, and another one targeting only one transcript 201, denoted *apex2_201*. qPCR results showed no significant difference in the expression of *mre11a*, *mus81*, *ercc1*, *ercc4*, *apex2*, and *rbbp8* between *tdp1^−/−^* and *tdp1^WT^* embryos both in DMSO- and CPT-treated conditions. However, we did note a remarkable increase in *apex2* and *ercc4* mRNA after CPT treatment in both genotypes. There was a significant increase in expression of *apex2* using both primer pairs; however, transcript 201 showed an even higher increase than transcripts 201 and 202 together. We also observed that CPT treatment resulted in a significant decrease in *ercc1* and *mus81*.

**Fig. 6:**
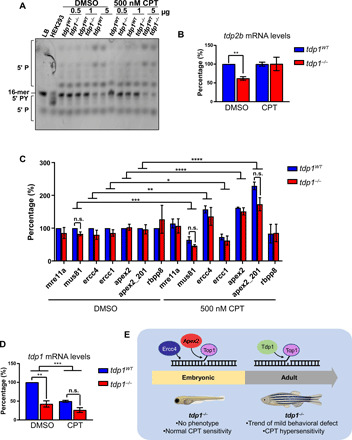
Tdp1 is not required for Top1-CC repair in zebrafish embryos. (**A**) Four-dpf zebrafish were treated with 500 nM CPT overnight, and lysates were incubated with a 3′ labeled oligonucleotide with a 5′-phosphotyrosyl (PY). TDP2 processes the phosphotyrosyl moiety into a phosphate group, resulting in a lower band on a DNA sequencing gel. We noted bands that are higher than the original substrate, which suggest further repair events taking place using the zebrafish lysate. Lysis buffer (LB) was used as a negative control and human embryonic kidney (HEK) 293 cell lysate as a positive control. (**B** to **D**) Four-dpf zebrafish embryos were treated with 500 nM CPT overnight, and total RNA was processed by reverse transcription qPCR (RT-qPCR). Transcript levels normalized to *rps29* are shown; three biologically independent experiments, ±SEM. *P* values, two-way analysis of variance (ANOVA) with Holm post hoc analysis for multiple comparisons. (**E**) A model for the requirement of distinct DNA repair factors for Top1-CC repair during the zebrafish life span. We propose that during embryonic development, zebrafish use Apex2 and Ercc4 to repair Top1-induced DNA breaks. During adulthood, however, Tdp1 becomes essential for repairing Top1-CCs, and thus, *tdp1^−/−^* fish develop a mild behavioral defect and CPT hypersensitivity in adulthood but not at embryonic stage. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001.

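RNA of whole zebrafish embryos at 5 dpf was measured on 6 Affymetrix whole-transcript arrays, 3 of *tdp1-/-* embryos and 3 of *tdp1 WT* embryos. All 6 came from embryos kept in 500 nM CPT, the Top1 poison, for 16 hours, so the arrays compare genotypes under CPT and hold no DMSO control. The arrays of each genotype are numbered 1 to 3 and come from biologically independent experiments, as the paper states. The authors processed the arrays with RMA, a robust multi-array average that subtracts background, applies quantile normalization and summarizes the probes of each transcript cluster as 1 log2 value. The resulting table holds 75212 transcript clusters without a missing value. The median log2 value of an array lay between 4.66 and 4.87, and arrays correlated with Pearson's r from 0.969 to 0.988 over all clusters. A platform annotation gives 1 gene symbol to 20806 clusters, several symbols to 855 and none to 53551, and genes are named below only from clusters with 1 symbol. From the log2 values as deposited, *tdp1-/-* was compared with *tdp1 WT* by limma's moderated test for each cluster, with Benjamini-Hochberg adjustment over all clusters. The number of arrays limits the precision of every value, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.10.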

To examine the mechanism/s that enable zebrafish embryos to tolerate Tdp1 loss, we conducted microarray analyses comparing gene expression profiles of CPT-treated *tdp1^−/−^* and *tdp1^WT^* embryos (fig. S4). RNA was extracted from 5-dpf embryos after an overnight 500 nM CPT treatment and processed for microarray investigations. 

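Among clusters with 1 gene symbol, the smallest p-values of genes higher in CPT-treated *tdp1-/-* embryos belonged to *lgals3b*, *asmt2* and *efcab11*, and the smallest of genes lower to *fhl5*, *ano11*, *cacng1a* and *kpna2*. The galectin gene *lgals3b* measured 7.88 ± 0.51 in *tdp1 WT* and 9.40 ± 0.11 in *tdp1-/-* embryos (log2 value, SD, n = 3 arrays each), which is 2.88-fold higher. The gene *asmt2*, an acetylserotonin O-methyltransferase by name, was 1.63-fold higher and *efcab11* 1.76-fold higher. The gene *fhl5* was 1.71-fold lower, *cacng1a*, a calcium channel subunit of muscle, 1.64-fold lower and *kpna2*, an importin that carries proteins into the nucleus, 1.53-fold lower. In each of these genes, which were chosen by p, every *tdp1-/-* array lay on one side of every *tdp1 WT* array. It follows that all 3 same-numbered pairs of arrays differed in the same direction. At a fold change over 1.2 either way and an unadjusted p under 0.05 from limma, 2688 of all clusters differed between the genotypes, where chance alone gives 3761 at that p. After adjustment no cluster was under 0.05 in limma, with a lowest adjusted p of 0.0608 over all clusters and of 0.913 for *lgals3b*. The paper's text gives the fold change threshold and otherwise refers to the defaults of the Transcriptome Analysis Console. It does not name a p threshold. With the replicate number as a block in the same fit, 4830 clusters differed at the same thresholds, and without *tdp1-/-* replicate 1 the count without the block was 5004.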

Data analysis revealed 1720 transcript clusters that were differentially expressed between *tdp1^−/−^* and *tdp1^WT^* embryos (fig. S4A, B). A total of 1021 of these transcript clusters were up-regulated, and 699 were down-regulated. 

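Of the clusters called here from the deposited values, 1718 were higher and 970 were lower in *tdp1-/-* embryos. The 12 higher genes with the smallest p ranged from 1.44-fold to 2.88-fold. They included *nudt19*, a nudix hydrolase, 1.65-fold higher, *gdf3*, a growth factor of the TGF-β family, 1.57-fold higher, and the Wnt receptor *fzd9b*, 1.50-fold higher. A cluster named *crhr2*, after a receptor of corticotropin-releasing hormone, was 1.54-fold higher. The annotation gives that name to 9 clusters, and the others gave log2 fold changes from -0.13 to 0.62. Whether all 9 measure this gene was not analysed here. The 12 lower genes with the smallest p ranged from 1.49-fold to 2.42-fold. The gene *aep1*, 2.42-fold lower, has a dim cluster, with a mean log2 value of 2.95 in *tdp1 WT* and 1.68 in *tdp1-/-* embryos. Also among the 12 were *zgc:153932*, 2.03-fold lower, and the galectin gene *lgals9l1*, 1.69-fold lower. So was *sync*, an intermediate filament protein of muscle, 1.72-fold lower (its other cluster had a log2 fold change of -0.19). None of these 24 genes was under an adjusted p of 0.05 from limma, and in all of them the arrays of the genotypes did not overlap. Choosing genes by p favours those without overlap. Over all clusters the genotypes did not overlap in 7.67%, where chance alone gives 10%. The excess of higher clusters lay in those without a gene symbol, 1514 higher and 750 lower, while clusters with a symbol gave 204 higher and 220 lower. A further quantile normalization of the arrays gave 1566 higher and 1548 lower, and centring each array on its median gave 1669 higher and 1277 lower.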

As expected, *tdp1* was significantly down-regulated in *tdp1^−/−^* fish (fig. S4C). 

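The *tdp1* cluster measured 5.59, 5.34 and 5.85 on the arrays of *tdp1 WT* replicates 1, 2 and 3 and 5.18, 5.17 and 5.24 on those of *tdp1-/-* replicates 1, 2 and 3. The means were 5.59 ± 0.26 in *tdp1 WT* and 5.20 ± 0.04 in *tdp1-/-* embryos (log2 value, SD, n = 3 arrays each), and every *tdp1-/-* array was below every *tdp1 WT* array. This is a log2 fold change of -0.40 (95% confidence interval from -0.79 to -0.01), or 1.32-fold lower. The cluster was called lower at the study's fold change and an unadjusted p under 0.05 in limma, with an adjusted p of 1, and the exact permutation test gave the smallest p that 3 arrays against 3 allow. The CRISPR-Cas9 target lies in the first coding exon, and where the probes of this cluster lie in the transcript was not analysed here. Leaving out 1 array ended the unadjusted call in 5 of 6 cases, all except *tdp1 WT* replicate 2, with the smallest log2 fold change of -0.27 without *tdp1 WT* replicate 3.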

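The smallest p-values in the comparison of *tdp1-/-* with *tdp1 WT* embryos belonged to transcript clusters without a gene symbol in the annotation used here. The lowest was cluster 12936405, whose 6 values are shared by 3 rows of the table. It measured 4.45 ± 0.29 in *tdp1 WT* and 2.17 ± 0.02 in *tdp1-/-* embryos (log2 value, SD, n = 3 arrays each), 4.84-fold lower with an adjusted p of 0.0608 from limma. Cluster 13271054 was 7.06-fold lower with an adjusted p of 0.0704. The clusters 13299454 and 12920779 were 4.6-fold and 5.27-fold higher, each with an adjusted p of 0.0704 from limma. In all 4 clusters, which were chosen by p, the 3 same-numbered pairs differed in the same direction. Of the 10 smallest p-values over distinct sets of values, all belonged to clusters without a symbol, 8 higher and 2 lower, with folds from 2.31 to 7.81. After a further quantile normalization 7 clusters were under an adjusted p of 0.05 from limma, after centring each array on its median 8 and with array weights 9. These counts are of rows, which can share all their values, as the 3 rows with the values of cluster 12920779 also do.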

The top three hits with the lowest *P* value were zinc finger protein 644 (*znf644b*), *si:dkeyp-53e4.4* (Ensembl accession: ENSDARG00000114935), and *CABZ01069162.1* (Ensembl accession: ENSDARG00000115161). 

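The cluster that the annotation names *znf644b* measured 5.15 ± 0.19 in *tdp1 WT* and 5.35 ± 0.21 in *tdp1-/-* embryos (log2 value, SD, n = 3 arrays each). The log2 fold change was 0.20 (95% confidence interval from -0.20 to 0.61), or 1.15-fold higher, with an adjusted p of 1 from limma (exact permutation test, two-sided, p = 0.3). It did not pass an unadjusted p under 0.05, and its position among clusters with 1 gene symbol was 3815 by p. The *tdp1-/-* array was above the *tdp1 WT* array in all 3 same-numbered pairs, and the values of the genotypes overlapped. Its paralog *znf644a* had a log2 fold change of 0.14 and did not pass either. No cluster carries the name *si:dkeyp-53e4.4* or *CABZ01069162.1* in the annotation, and both are not analysed here. The 10 distinct clusters with the smallest p have no symbol there. Whether any of them belongs to *znf644b* or to these 2 genes was not analysed here.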

*Znf644b* and *si:dkeyp-53e4.4* were up-regulated by 4.88- and 10.13-fold, respectively, while *CABZ01069162.1* was down-regulated by 6.54-fold. *Znf644b* is one of two genes encoding for the Znf644 transcription factor in zebrafish (*40*). It contains five C2H2 and one atypical zinc finger motif. Znf644 regulates H3K9-mediated gene silencing during neurogenesis and has been linked to autosomal dominant high-grade myopia (*40*–*42*). *Si:dkeyp-53e4.4* and *CABZ01069162.1* are uncharacterized fish-specific genes. *CABZ01069162.1* belongs to the TF613015 PiggyBac transposable element-derived family. The expression of *sprtn* and *neil1* was significantly increased in *tdp1^−/−^* embryos (fig. S4C). 

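The *neil1* cluster measured 5.30 ± 0.30 in *tdp1 WT* and 5.77 ± 0.20 in *tdp1-/-* embryos (log2 value, SD, n = 3 arrays each), and every *tdp1-/-* array was above every *tdp1 WT* array. The log2 fold change was 0.46 (standard error 0.20), with an adjusted p of 1 from limma (exact permutation test, two-sided, p = 0.1). Of 20 measured genes of base excision repair, *neil1* was the only one higher at the study's fold change and an unadjusted p under 0.05. The ligase gene *lig1* was the only one lower, with a log2 fold change of -0.35, and 16 of the 20 had a negative log2 fold change. With the replicate block none was higher and 2 were lower, *lig1* and *pold1*. No cluster carries the name *sprtn*, which is not analysed here. For *neil1* the block ended the call (95% confidence interval from -0.08 to 1.00), and leaving out 1 array ended it in 4 of 6 cases, all except *tdp1 WT* replicate 1 and *tdp1-/-* replicate 2.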

Sprtn is a DNA-dependent metalloprotease that plays a role in the resolution of DNA-protein cross-links, including Top1-CCs, while Neil1 is a glycosylase that participates in the first step of base excision repair (*43*–*46*). As *sprtn* and *neil1* were the most likely compensation candidates from the microarray screen, we carried out qPCR to confirm these hits, as described previously for *tdp2b* (fig. S4D). qPCR results showed a decrease in *sprtn* and *neil1* in *tdp1^−/−^* embryos in comparison to wild types, both after DMSO and CPT treatment. This decrease was only significant for *neil1*. qPCR also showed a significant decrease in *neil1* expression after CPT treatment.

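Beside *tdp1*, *neil1* and *sprtn*, the study measured by qPCR 7 repair genes that earlier work ties to Top1-CC repair. On the arrays none of these 7 was higher or lower in CPT-treated *tdp1-/-* than in *tdp1 WT* embryos at a fold change over 1.2 and an unadjusted p under 0.05 from limma. The nuclease genes *ercc4*, *rbbp8* and *mus81* had log2 fold changes of -0.37, -0.34 and -0.26 (exact permutation test, two-sided, p = 0.2, 0.2 and 0.3). The phosphodiesterase gene *tdp2b* had -0.26 and *mre11a* -0.14 (exact permutation test, p = 0.2 and 0.5). Above 0 were *ercc1* with 0.14 and *apex2* with 0.02 (exact permutation test, p = 0.5 and 1). The *apex2* cluster was among the dimmer of the table, at a mean log2 value of 3.19 in *tdp1 WT* and 3.21 in *tdp1-/-* embryos, and its sign turned to -0.04 after a further quantile normalization and to -0.005 after median centring. Of 24 measured genes of Top1-linked break and single-strand break repair, a list fixed before the data were examined, none was higher and 2 were lower at those thresholds. These were *rad50*, of the Mre11 complex, with a log2 fold change of -0.38, and the DNA ligase gene *lig1*. No member was under an adjusted p of 0.05, over all clusters or adjusted over the list alone. The log2 fold change was negative in 21 of the 24 with a median of -0.13, lower than other genes by camera (adjusted p = 0.000375) but with an adjusted p of 0.348 with an estimated correlation. With the replicate block *rbbp8* was called lower (95% confidence interval from -0.66 to -0.03). The paper reasons that, since no key repair enzyme was up-regulated, Tdp1 might not be needed for the repair of Top1-CCs at this stage.

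**Figure D1:**
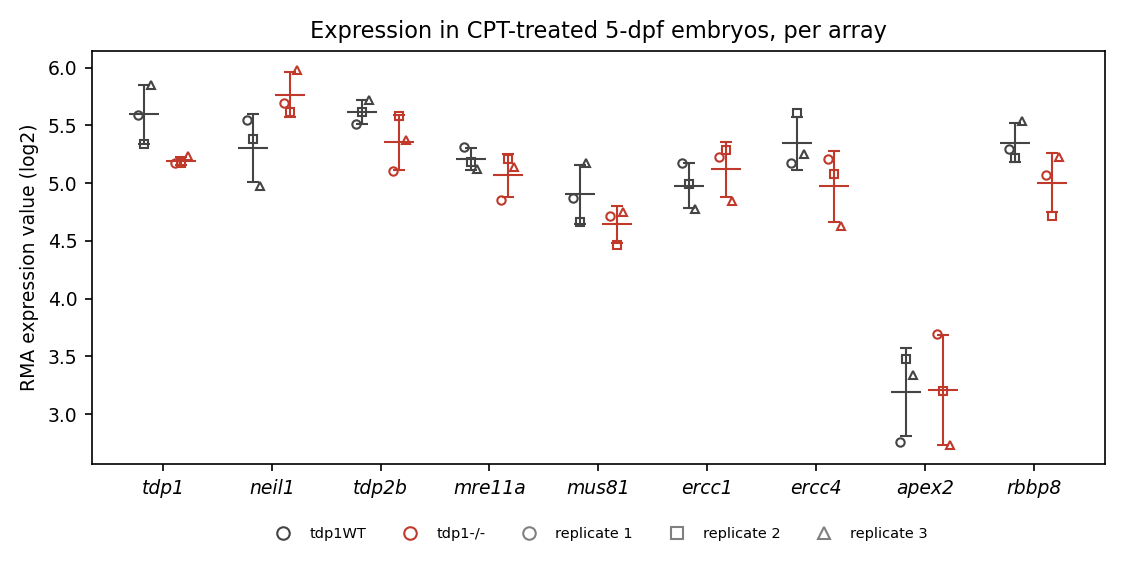
RMA log2 expression value (vertical axis) of *tdp1*, *neil1* and the 7 repair genes on each array, with *tdp1 WT* in grey and *tdp1-/-* in red, the replicate number as the symbol, and the mean and SD of 3 arrays as bars. The *tdp1-/-* arrays sit below all *tdp1 WT* arrays in *tdp1* and above them in *neil1*, and the genotypes overlap in the 7 other genes.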

The fact that none of the key Top1-CC repair enzymes were up-regulated in the *tdp1^−/−^* embryos led us to consider the possibility that Tdp1 is not required for Top1-CC repair at this stage. We thus investigated the expression of *tdp1* mRNA after incubation with CPT. We treated 4-dpf embryos with 500 nM CPT overnight for 16 hours and harvested RNA at 5 dpf. As expected, *tdp1* mRNA was reduced by more than 50% in DMSO-treated *tdp1^−/−^* embryos in comparison to wild-type siblings (Fig. 6D). To our surprise, however, *tdp1* expression was significantly reduced after incubation with CPT, suggesting that *tdp1* may not be required for Top1-CC repair in zebrafish embryos. In contrast, the expression of *ercc4* and *apex2* was increased following CPT treatment (Fig. 6C). We next generated *apex2* crispants whereby mosaic mutations are introduced in the target gene using CRISPR-Cas9 to obtain a stable knockdown of the protein. A pool of four guide RNAs (gRNAs) designed across the *apex2* gene was injected before or at the one-cell stage. PCR assessment of gRNA efficiency revealed an average 42% of detectable mutations (fig. S5, A and B). Treatment of the 4-dpf *apex2* crispant embryos with CPT revealed no overt morphological differences when compared to controls (fig. S5, C and D). In contrast, recording embryo movement with a camera followed by quantification of the total distance traveled revealed a putative role for *apex2* in response to Top1-CC. Whereas *apex2* gRNA injections did not affect the movement of DMSO-treated embryos, it significantly reduced the total distance traveled in CPT-treated *apex2* crispants in comparison to CPT-treated controls (fig. S6E). These data suggest a role for *apex2* in repairing Top1-CCs in zebrafish embryos, which is consistent with recently reported in vitro biochemical assays and studies in human cells (*38*, *39*), and lay the foundation of further validations in follow-up studies.

## DISCUSSION

SCAN1 is caused by an active site mutation in *TDP1* that leads to progressive neurodegeneration. It is thought that neurodegeneration is a combined result of the accumulation of protein-linked DNA breaks, a lack of alternative repair pathways, high oxidative stress, and transcription levels in postmitotic neurons (*47*). However, studies show that TDP1 is also required in replicating cells under genotoxic stress (*29*, *48*, *49*). Mouse *Tdp1*^−/−^ models have been generated in attempts to unravel the physiological role of TDP1, but only a few mild phenotypes were reported in adult animals, such as a slight reduction in brain-to-body ratio and hypoalbuminemia (*19*–*21*). No overt ataxia was observed. Two groups also generated *Drosophila melanogaster* knockouts of *glaikit*, a *Tdp1* ortholog; however, their results were conflicting. Dunlop *et al*. (*50*) demonstrated that deletion of *glaikit* (*gkt*) in flies leads to defective neurogenesis and, thus, embryonic lethality, whereas Guo *et al*. (*30*) found that the flies are viable with little phenotype other than a decreased life span in females. As the first group linked their findings to a disruption of membrane trafficking and did not directly assess *tdp1* activity, it is thought that the phenotype is unrelated to *tdp1*.

Here, we describe the first *tdp1* knockout zebrafish. We show modest reductions in the number of times adult *tdp1^−/−^* fish initiated low and medium speeds and the duration of time they spent swimming at medium speed, suggesting a mild behavioral deficiency. However, such reductions were only statistically significant in a few of the recorded time points, which is likely due to subtle differences. Nevertheless, there was a trend of reduced movement throughout the analyses. Previous studies also found hypersensitivity to Top1 poisons or the non-CPT inhibitor NSC-725776 in adult mice and flies, which our findings in TPT-treated adult fish corroborate (*19*, *21*, *30*). We found that most locomotion parameters were significantly affected in adult *tdp1^−/−^* fish either 24 or 48 hours after administering TPT (45 mg/kg). This was concomitant with increased levels of Top1-CCs in the gut of adult *tdp1^−/−^* fish in comparison with their wild-type siblings after TPT treatment. Although we predicted postmitotic tissues, such as the heart and the brain, to be predominantly vulnerable to loss of Tdp1, we did not observe significant differences in Top1-CC levels in these tissues between adult *tdp1^−/−^* and *tdp1^WT^* fish after CPT treatment. This could be due to a preferential effect of acute exposure to CPT in replicating tissues compared to noncycling tissues (*21*, *51*, *52*). We did not observe an ataxic phenotype in *tdp1^−/−^* larvae, which was not unexpected given that patients with SCAN1 do not start showing symptoms until late childhood (*3*). Next, we assessed the sensitivity to CPT in embryonic *tdp1^−/−^* zebrafish and, notably, found that, in contrast to studies in mice, human, and avian cells, *tdp1^−/−^* embryos were not hypersensitized to CPT. We note that our results here are reminiscent of a recent report in plants showing that *Arabidopsis Tdp1* knockout is also not hypersensitive to TOP1-induced DNA damage (*53*). At the molecular level, there were no differences in Top1-CC and γH2AX levels between *tdp1^−/−^* and wild-type embryos either before or after CPT or IR treatment, confirming that loss of Tdp1 had no measurable effect in embryos, even under challenging conditions. We have found the lack of CPT sensitivity to be corroborated by an unexpected down-regulation of *tdp1* mRNA after CPT treatment, suggesting that *tdp1* is not required to repair Top1-CCs in zebrafish embryos. Instead, we show that *apex2* and *ercc4* are up-regulated. While *apex2* crispants did not show overt morphological differences following CPT treatment, they exhibited a significant reduction in total distance traveled. This adds weight to the notion that *apex2* is responsible for Top1-CC repair in zebrafish embryos. Although these findings need further experimental proof in follow-up studies, they are consistent with recent reports showing a role for *apex2* in TOP1-CC repair. For a while, it has been known that the yeast *apex2* ortholog *apn2* has phosphodiesterase activity (*53*–*55*). Only recently, it was shown that the vertebrate Ape2 has the unique ability to process phosphotyrosine-DNA conjugates into readily ligatable DNA ends, which our data corroborate (*38*, *39*). *Ercc4* would also be an intriguing candidate for Top1-CC repair; however, we found *ercc1*, an essential part of the *ercc1-ercc4* heterodimer, to be slightly down-regulated after CPT treatment. It is likely that zebrafish Ercc4 does not require Ercc1 for DNA binding and activity, which could explain this conundrum. It is reminiscent of Ercc4 in archaea, which do not have Ercc1 at all (*56*). *Mus81* and *neil1* were significantly down-regulated as well. This result indicates that, as well as *tdp1*, these factors are likely not required for Top1-CC repair in the zebrafish embryo. *Tdp2b*, *mre11a*, and *rbbp8* (*ctip*) did not show significant expression changes in response to increased Top1-CCs, and *tdp2* did not show a measurable increase in activity. Despite the lack of a phenotype or CPT hypersensitivity in *tdp1^−/−^* embryos, microarray analysis identified gross transcriptional changes in CPT-treated *tdp1^−/−^* embryos in comparison to wild types. This included a slight ~1.3-fold increased expression of *sprtn* and *neil1* in *tdp1^−/−^* embryos. However, qPCR validation showed a down-regulation in *neil1*, both before and after CPT treatment, and a nonsignificant trend of *sprtn* down-regulation in *tdp1^−/−^* embryos.

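Genes of proliferation had mostly lower values in CPT-treated *tdp1-/-* than in *tdp1 WT* embryos. Of 30 measured, 25 had a negative log2 fold change with a median of -0.19, and 4 were lower and none higher at a fold change over 1.2 and an unadjusted p under 0.05 from limma, among them the cyclin-dependent kinase gene *cdk1*, 1.50-fold lower, and the thymidylate synthase gene *tyms*, 1.45-fold lower. Of 23 epidermis markers, 18 had a negative log2 fold change with a median of -0.17, and 5 were lower and none higher, among them *icn2*, 1.55-fold lower, and the keratin gene *krt91*, 1.36-fold lower (log2 fold change of its other cluster -0.33, not called). With the replicate block 6 of the proliferation genes were lower, and 7 of the epidermis markers. Of the 4 proliferation genes called without the block, *cdk1* and *tyms* stayed called with it, and *cdk2* and *aurka* did not. Other lists with negative medians, past camera at a preset correlation but not with an estimated one (adjusted p of 0.40 and 0.501), were heart, median -0.17 with 2 of 16 lower (*myh6*, a myosin heavy chain, 1.62-fold and *tnni1b*, a troponin, 1.30-fold), and photoreceptor, median -0.20 with 1 of 30 lower (*rgs9a*, which ends the light response, 1.53-fold), where the block called 6 photoreceptor genes lower, *pde6c*, *saga*, *sagb*, *gnb3b*, *rgs9a* and *grk7a*. Without the block no member passed at those thresholds among glia and myelin markers (median -0.17 over 12) or the DNA damage checkpoint (median -0.14 over 15), and the same holds for homologous recombination and Fanconi anemia (median -0.08 over 23). With it *gfap*, *chek1*, *topbp1* and *rad54l* of these lists were lower. Medians above 0 were found for the p53 targets (0.07 over 25), the circadian clock (0.07 over 27, with *bmal1a* 1.40-fold higher) and lens markers (0.08 over 26), and the block called *gadd45aa* and *gadd45bb* of the p53 targets and *grifin* of the lens higher. Among all clusters with 1 gene outside the chromosome of *tdp1*, 1.86% were called without the block and 4.02% with it. In lists this short, a single call does not set a list apart from that share. By camera, which compares a list with all other genes at a preset correlation between members, the adjusted p was 1.5e-05 for proliferation, 1.83e-05 for epidermis, 0.00456 for photoreceptor, 0.00559 for heart, 0.0141 for the checkpoint and from 0.0228 to 0.042 for the other 5. With an estimated correlation none of the 35 lists tested was under 0.05, with an adjusted p of 0.421 for proliferation and epidermis, 0.449 for the checkpoint, 0.501 for glia, p53 targets, clock and lens, and 0.796 for homologous recombination. No member of any list was under an adjusted p of 0.05, over all clusters or adjusted over the list alone, and with the replicate block the lens list had an adjusted camera p of 0.073. Proliferation and epidermis passed camera without each array in turn, whereas photoreceptor did not pass without *tdp1 WT* replicate 3 (adjusted p = 0.051) or *tdp1-/-* replicate 2 (0.102), and heart not without *tdp1 WT* replicate 2 (0.0528) or *tdp1-/-* replicate 3 (0.0572). Leaving out 1 array also ended the call of the checkpoint in 2 of 6 cases, of p53 targets and the clock in 3, of glia and homologous recombination in 4 and of lens in 5. The 7 qPCR candidates and base excision repair, each with an adjusted camera p of 0.0302 over all arrays, lost their calls in 4 and 5 cases.

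**Figure D2:**
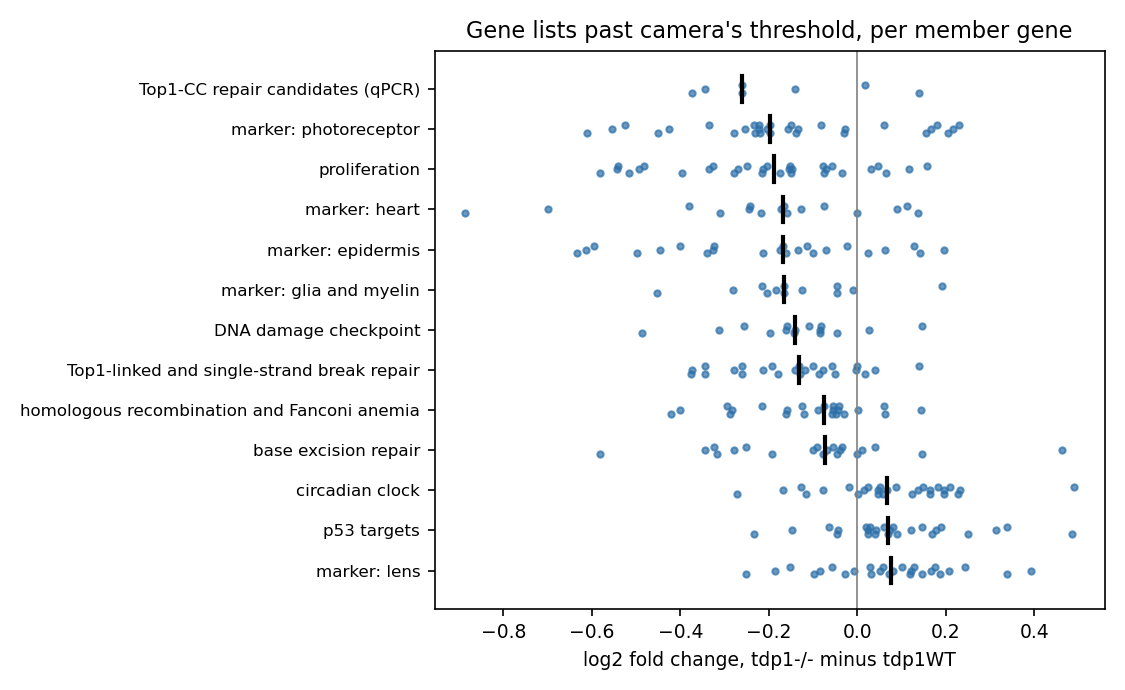
Log2 fold change of *tdp1-/-* minus *tdp1 WT* embryos (horizontal axis) for each measured gene (points) of the 13 gene lists with an adjusted camera p under 0.05, with the median of each list as a black bar. None of these lists passed with an estimated correlation. The medians run from -0.26 for the 7 qPCR candidates for Top1-CC repair to 0.08 for lens markers, and members of every list lie on both sides of 0.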

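As a fold change, *neil1* was 1.38-fold higher in *tdp1-/-* embryos. In the same-numbered pairs of arrays its log2 difference was 0.15 for replicate 1, 0.23 for replicate 2 and 1.01 for replicate 3. Without *tdp1 WT* replicate 3, the array with the lowest *neil1* value, the log2 fold change was 0.30.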

To summarize, we have generated and extensively characterized a *tdp1^−/−^* zebrafish mutant, which is hypersensitive to Top1 poisons and has a very mild locomotion defect in adulthood. We found that Tdp1 in zebrafish embryos does not appear to play a role in Top1-CC repair, which is corroborated by the lack of hypersensitivity to Top1 poisons at this stage. We show that *apex2* and *ercc4* are up-regulated in response of CPT treatment and are, thus, the factors that are most likely repairing this type of damage in the zebrafish embryo. Our findings are exciting because the lack of Tdp1 requirement to cope with Top1 poisons has only been observed in *Arabidopsis thaliana* (*57*), thereby identifying the zebrafish embryo as the first vertebrate model that does not require Tdp1 to protect from TOP1-mediated DNA damage. We propose *apex2* and *ercc4* (*xpf*) as primary players protecting from TOP1-induced damage in zebrafish embryos and suggest the utility of their inhibition as adjuvants to Top1-targeting chemotherapeutics.

## MATERIALS AND METHODS

### Zebrafish husbandry

Zebrafish (*Danio rerio*) were housed in the Bateson Centre aquaria and fed *Artemia* or dry food (Gemma Micro, SKRETTING). Zebrafish were kept at a constant temperature of 28°C and 14-hour on/10-hour off light cycle. All work were performed in accordance with the U.K. Home Office Animals (Scientific Procedures) Act 1986 under personal license I023015BA held by R.Z. and project licenses PB2866EDO and PC39B259E held by F.v.E.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization was carried out as previously described (*58*). A probe of 1030 bp was amplified with KOD Hot Start DNA polymerase (Merck, 71086) from zebrafish cDNA using primers listed in Table 1, according to the manufacturer’s instructions. The thermocycling conditions were as follows: 95°C for 3 min, followed by 30 cycles of 95°C for 20 s, 53°C for 10 s, and 70°C for 45 s, finished with 5 min at 70°C. The products were run on a 2% agarose gel, and required bands were extracted using the QIAquick Gel Extraction Kit (QIAGEN, 28704). To increase the DNA concentration, a second round of PCR was carried out. A 20-μl transcription reaction was set up using 2 μl of the final PCR product, 1× DIG-UTP (digoxigenin-uridine triphosphate) labeling mix (Roche, 000000011277073910), 10 U of T7 or T3 RNA polymerase (Promega, P207B, P208C), 1× polymerase buffer, and 40 U of RNaseOUT RNase inhibitor (Invitrogen, 10777019). The reaction was incubated at 37°C for 2 hours. The sample was treated with 2 U of TURBO DNase (Life Technologies, AM1354) for 20 min at 37°C. Electrophoresis was carried out to confirm whether an intact full-length transcript has been synthesized. The RNA was then precipitated using ammonium acetate. Embryos (24 hpf) were dechorionated and fixed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) at 4°C overnight and then washed in PBSTw (0.1% Tween 20 in PBS) three times for 5 min. The embryos were then washed through a series of methanol:PBSTw washes of 5 min in each of 25, 50, 75, and 100% methanol in PBSTw and stored at −20°C overnight. The embryos were then rehydrated back into PBSTw in the same series in reverse and then subjected to four 5-min washes in PBSTw. The embryos were treated with proteinase K (10 μg/μl) for 20 min, which was then quenched by two washes with glycine (2 mg/ml) in PBSTw for 5 min. Embryos were fixed in 4% PFA in PBSTw again for 20 min at room temperature and washed five times for 5 min in PBSTw with shaking. Embryos were washed in 50% Hybe^−/−^ [50% formamide, 5× SSC (ChemCruz, SC296419), 9.2 mM citric acid, and 0.1% Tween 20 (pH 6)] in PBSTw for 5 min and then prehybridized in Hybe^+/+^ [50% formamide, 5× SSC, 9.2 mM citric acid, 0.1% Tween 20, tRNA (0.5 mg/ml; Invitrogen, 15401029), and heparin (0.05 g/ml)] at 65°C for at least 1 hour. The pre-Hybe solution was then replaced with 1:200 dilution of the probe in Hybe^+/+^, and the sample was incubated at 65°C overnight. The Hybe solution was aspirated while maintaining the tubes at 65°C. The following 10-min washes at 65°C were carried out: 100% Hybe^−/−^, 75% Hybe in 2× SSCTw (0.1% Tween 20 in 2× SSC), 50% Hybe in 2× SSCTw, 25% Hybe in 2× SSCTw, and 100% 2× SSCTw. The embryos were then washed four times for 15 min in 0.2× SSCTw. The following 5-min washes were executed: 75% 0.2× SSC in MABTw [0.1 M maleic acid, 0.15 M NaCl, and 0.1% Tween 20 (pH7.5)], 50% 0.2× SSC in MABTw, 25% 0.2× SSC in MABTw, and 100% MABTw. The embryos were blocked in 2% Blocking Reagent (Roche, 11096176001) in MABTw for at least 1 hour at room temperature with gentle shaking. The blocking buffer was then replaced with a 1:5000 dilution of α-DIG antibody (Table 2) in blocking buffer, and the sample was incubated overnight at 4°C with gentle rocking. Following this, the sample was rocked for 1 hour at room temperature to complete the antibody reaction. The sample was then washed eight times for 15 min in MABTw with gentle rocking. Embryos were equilibrated in BCL3 developing buffer [100 mM tris (pH 9.5), 100 mM NaCl, 50 mM MgCl_2_, and 0.1% Tween 20] three times for 5 min at room temperature. The developing buffer was then aspirated and replaced with 50% BM Purple (Roche, 11442074001) in BCL3. The staining was developed by gently rocking the embryos at room temperature in tubes wrapped in foil until desired levels of staining were achieved. The reaction was terminated by replacing the BM Purple solution with BCL3 buffer and then fixing in 4% PFA in PBS at least overnight at 4°C. For imaging, samples were washed in a series of 5-min washes: three times in PBSTw, once in 25% glycerol (Invitrogen, 15514-011) in PBSTw, once in 50% glycerol in PBSTw, and once in 70% glycerol in PBSTw. The embryos were imaged on the Leica M165 FC dissecting microscope with the Leica Application Suite version 4.3.0 program.

**Table 1:** List of whole-mount in situ hybridization primers used in this study.

**Target**	**Oligo (uppercase, gene-specific sequence)**	**F/R**	**Tm (°C)**	**Template**	**Product size** **(bp)**
Tdp1	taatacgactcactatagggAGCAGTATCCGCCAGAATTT	F	64.6	cDNA	1030
	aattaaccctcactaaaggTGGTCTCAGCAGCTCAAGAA	R	64.9		

**Table 2:** Antibodies. Species reactivity, host species, supplier, working concentration, and application of primary antibodies. WB, Western blot; SB, slot blot; ISH, in situ hybridization; IgG, immunoglobulin G; HRP, horseradish peroxidase.

**Antibody**	**Species reactivity**	**Host species**	**Supplier (catalog no.)**	**Concentration**	**Application**
DIG	–	Sheep	Roche (11093274910)	1:5000	ISH
Top1-CC	Human, zebrafish	Mouse	Merck (MABE1084)	1:2000	SB
β-Actin	Human, zebrafish	Mouse	Sigma-Aldrich (A5316)	1: 2000	WB
γ-H2AX (Ser^139^)	Zebrafish	Rabbit	GeneTex (GTX127342)	1: 500	WB
IgG (H + L)–HRP conjugate	Mouse	Goat	Bio-Rad (170-6516)	1:4000	WB
IgG (H + L)–HRP conjugate	Rabbit	Goat	Bio-Rad (170-6522)	1:2000 to 1:4000	WB

### Generation of *tdp1^−/−^* zebrafish

CRISPR-Cas9 was performed as described by Hruscha *et al*. (*59*). Single-cell stage embryos were injected with 2.4-μg Cas9 mRNA and single gRNA (sgRNA; 0.4 μg/μl), targeting the first coding exon of zebrafish *tdp1* (Table 3), and raised. Cas9 mRNA was in vitro transcribed from 1 to 2 μg of Not1-linearized pCS2-nCas9n plasmid using the mMESSAGE mMACHINE kit (Life Technologies, AM1340), while sgRNA was transcribed with the MEGAshortscript T7 Transcription Kit (Life Technologies, AM1354), according to the manufacturer’s instructions. Once the injected animals reached sexual maturity, they were outcrossed to wild-type fish, and the progeny were sequenced to identify founders carrying the desired mutations. The selected founders were outcrossed to a wild-type strain to generate *tdp1^−/+^* zebrafish, which were later incrossed to give rise to *tdp1^−/−^* zebrafish. The line was maintained in a mixed London wild-type/nacre background.

**Table 3:** gRNA used in this manuscript.

**Target**	**Sequence**	**Source**
First coding exon of *tdp1* (ENSDARE00001057533) *tdp1*	5′-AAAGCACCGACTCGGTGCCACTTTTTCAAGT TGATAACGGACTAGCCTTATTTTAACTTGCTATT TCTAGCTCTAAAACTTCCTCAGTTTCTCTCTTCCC TATAGTGAGTCGTATTACGC-3′	Integrated DNA Technologies (IDT), Coralville, USA
*apex2*	5′-AGTTTTAGCCGAGGACGAAGTGG-3′	Sigma Merck, Dorset, UK
	5′-ACTCCATTTCTGGCCGAGGAAGG-3′	
	5′-AAGCCATCTTGAGCTCAGGGAGG-3′	
	5′-GAGAGGTGTTCACGTCACCCAGG-3′	

### TDP1 activity assay

TDP1 activity assay was performed similarly to the protocol described by Meisenberg *et al*. (*60*). Embryos (4 dpf) were anesthetized and deyolked in ice-cold PBS by pipetting up and down with a 200-μl pipette tip. The embryos were then washed twice in PBS, homogenized with a micropestle, and lysed in lysis buffer [200 mM Hepes, 40 mM NaCl, 2 mM MgCl_2_, 0.5% Triton X-100, and 1× protease inhibitor cocktail (Roche, 4693159001)] for 30 min on ice. The fin clips were collected, snap-frozen, homogenized, and lysed in lysis buffer. The tissue debris was pelleted at 13,300 rpm for 15 min at 4°C, and the supernatant was collected. Ten to 600 ng of total protein were combined with 1× assay buffer [25 mM Hepes (pH 8.0), 130 mM KCl, and 1 mM dithiothreitol (DTT)] and 2.5 μM (embryos) or 60 nM (fin clips) Cy5.5-labeled substrate oligomer containing a 3′-phosphotyrosyl group (Table 4) in a total volume of 10 μl. The reaction was incubated at 37°C for 1 hour and stopped by the addition of 1× loading buffer (44% deionized formamide, 2.25 mM tris-borate, 0.05 mM EDTA, 0.01% xylene cyanol, and 1% bromophenol blue) and boiling at 90°C for 10 min. The sample was then loaded onto a prerun 20% Urea SequaGel (Fisher Scientific, EC-833-1) and subjected to 150-V electrophoresis for approximately 1 hour. The bands were imaged using the ChemiDoc MP imaging system (Bio-Rad, 1708280).

**Table 4:** TDP1 and TDP2 activity assay oligonucleotides.

**Activity assay**	**Sequence**	**Labels/modifications**	**Source**
TDP1	5′-GATCTAAAAGACT-3′	3′-pY, 5′-Cy5	Midland Certified Reagent Company, TX, USA
TDP2	5′-CATCGTTGCCTACCAT-3′	5′-pY, 3′-Cy5	
	5′-GCATGATGGTAGGCAACGATG-3′	–	IDT

### Locomotion analysis

All zebrafish locomotion analysis was carried out in the Sheffield Zebrafish Screening Unit. During the photomotor response analysis one 5-dpf embryo was added per well of a 24-well plate and acclimatized to the room for 30 min before habituation in 10% light in the ZebraBox Viewpoint system. The larval movement was then recorded during 3 cycles of 5-min darkness (0% light) and 5-min light (10% light) using ZebraLab version 3.20.5.3 software. Adult zebrafish locomotion of up to 10 animals at a time was measured in the ZebraCube (Viewpoint). The data from the first 30 min (TPT/DMSO intraperitoneal injections) or 1 hour (untreated fish movement) were removed to account for acclimatization and were analyzed using ZebraLab software version 3.22.3.9.

Swim tunnel analysis was adapted from the work of Plaut (*61*). Adult zebrafish were habituated in the experiment room for 1 hour before being placed in a transparent water tunnel. The water flow rate in the tunnel was then gradually increased to 6.58 cm/s, maintained for 5 min, and increased in increments of 6.58 cm/s for 5 min at a time until the animals got tired and fell into a mesh at the end of the tunnel. The fish were allowed a second attempt at swimming by reducing the flow rate and then gradually increasing it to the fatigue flow rate for the remainder of the 5-min interval. If the fish got tired again, then the time was recorded when they fell into the mesh. Critical swimming speed, *U*_crit_, was calculated using the formula *U*_crit_ = *U*_i_ + (*U*_ii_*T_i_/*T*_ii_), where *U*_i_ is the highest flow rate sustained for a complete 5-min interval (cm/s), *U*_ii_ is the flow rate increment (6.58 cm/s), *T*_i_ is the time elapsed at the fatigue flow rate (minutes), and *T*_ii_ is the interval of time (5 min).

### Intraperitoneal injections of TPT

Zebrafish were kept in groups of seven to nine and fasted 24 hours before injection. They were anaesthetized with MS-222 (Sigma-Aldrich) and injected intraperitoneally using an insulin syringe with a 30-gauge needle (Bunzl Healthcare, 324826) with TPT hydrochloride (Sigma-Aldrich) or 30% DMSO in sterile Hank’s buffered solution (Gibco, 11530476). A daily dose of TPT hydrochloride (22.5 mg/kg) was injected for two consecutive days for a final concentration of 45 mg/kg in a total volume of 10 μl.

### Measurement of Top1-CCs by fractionation

In vivo complex of enzyme assay was used to purify and quantify Top1-CCs, according to Chiang *et al*. (*62*). Thirty to 40 3-dpf zebrafish embryos or tissues were homogenized and lysed in 1.1-ml lysis buffer [8 M guanidine hydrochloride, 30 mM tris-HCl (pH 7.5), 10 mM EDTA, and 1% sarkosyl (pH 7.5)] for 15 min at 65°C. One-milliliter aliquots of cesium chloride (CsCl) in a range of densities were gently layered on top of each other to form a gradient (from bottom to top: 1.45, 1.5, 1.72, and 1.82 g/ml) in a 5-ml polyallomer centrifuge tube (Beckman, 326819). The lysate was centrifuged at 16,000*g* for 10 min; then, 1 ml of the supernatant was carefully layered on top of the CsCl gradient. The layered sample was centrifuged at 30,000 rpm in a Beckman Ultima LE-80K ultracentrifuge with a swinging rotor for 24 hours at 25°C and stopped gradually without a brake. In the meantime, 10 μl of the remaining lysate was made up to 100 μl in 1× TE buffer [10 mM tris and 1 mM EDTA (pH 8)] and incubated with RNase A (ribonuclease A; 0.5 μg/ml) at 37°C overnight. Fifty microliters of the RNase-digested sample or 1× TE buffer was mixed with an equal volume of 1× TE buffer with a 1:200 dilution of PicoGreen (Invitrogen, P7581). λ DNA standard (5 μg/μl) was also mixed with 1× TE buffer with PicoGreen, and a serial dilution was carried out to obtain a range of DNA standards (125 ng to 5 μg). DNA concentration was quantified in a FLUOstar Omega microplate reader (BMG) with fluorescence at EX485-12/EM520. Fractionated lysates were collected by piercing the bottom of the tube with a 19-gauge syringe needle (positioned at 45° with the bevel upward), connected to a Pharmacia Biotech P-1 peristaltic pump with a silicone tube. Each sample was collected in 10 fractions of 0.5 ml. Fractions with equal double-stranded DNA amounts between samples (maximum, 200 μl) were subjected to slot blotting onto a PBS-wetted 0.45-μm nitrocellulose membrane (GE Healthcare, 106000002). The membrane was air-dried and subjected to immunoblotting with a 1:2000 dilution of a Top1-CC antibody (Table 2).

### Western blotting

Zebrafish embryos were deyolked by trituration in PBS, then homogenized, and lysed in 1 to 1.5 μl of lysis buffer [200 mM Hepes, 40 mM NaCl, 2 mM MgCl_2_, 0.5% Triton X-100, and 1× protease inhibitor cocktail (Roche)] per embryo. Total protein concentration was determined using Bradford reagent (Bio-Rad); then, 100 μg per lane were run on a 15% SDS–polyacrylamide gel electrophoresis gel and transferred onto a 0.45-μm nitrocellulose membrane (Bio-Rad, 170-4271) using the Trans-Blot Turbo Transfer System (Bio-Rad, 17001915), according to the manufacturer’s instructions. The nitrocellulose membrane was blocked in blocking buffer [5% milk, 200 mM tris, 140 mM NaCl, and 0.1% Tween 20 (pH 7.4)] for 1 hour at room temperature and then incubated at 4°C overnight with the primary antibody in blocking buffer. The membrane was then washed three times for 5 min in 1× TBST buffer [200 mM tris, 140 mM NaCl, and 0.1% Tween 20 (pH 7.4)] and incubated for 1 hour with horseradish peroxidase–conjugated secondary antibody in blocking buffer at room temperature. The three washes were repeated before adding the Clarity Western ECL blotting substrate (Bio-Rad, 1705060) onto the membrane. Bands were visualized in the ChemiDoc MP imaging system (Bio-Rad, 1708280) and quantified using Image Lab version 4.1 (Bio-Rad) software. Details of antibodies are provided in Table 2.

### TDP2 activity assay

Cy5.5-labeled substrate oligomer (100 pmol) was combined with 100 pmol of a 20-bp complementary oligonucleotide with a 5′ overhang in a total volume of 33.3 μl (Table 4). The sample was denatured at 95°C for 5 min and reannealed by dropping the temperature by 2°C/s for 5 s and then by 0.1°C/s for 600 s. Once annealed, 3 μM double-stranded substrate oligomer with a 5′ overhang was generated. We hypothesized that such a substrate should prevent ligation of product by zebrafish RNA ligases and, thus, undesirable full repair. Zebrafish were deyolked and lysed as described for the TDP1 activity assay. A total of 0.5, 1, and 5 μg of the lysate were combined with 1× TDP2 activity assay buffer [5 mM tris (pH 7.5), 5 mM KCl, 0.1 mM DTT, bovine serum albumin (10 μg/ml), and 0.1 mM MgCl_2_], 60 nM Cy5.5-labeled substrate oligomer, and 2 μM competitor oligo. The bands were imaged using the ChemiDoc MP imaging system (Bio-Rad, 1708280).

### Reverse transcription qPCR

Thirty-five to 45 zebrafish embryos were homogenized in TRIzol reagent (Invitrogen), and total RNA was extracted, according to the manufacturer’s instructions. The NanoDrop (Thermo Fisher Scientific) was used to quantify RNA; then, 1 μg of RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). cDNA from all conditions was pooled, serially diluted to 20, 4, 0.8, and 0.16%, and run alongside unknown samples to serve as a standard curve for extrapolating the sample concentration. Two microliters of a 1:16 dilution of individual cDNA was used in a 20-μl qPCR reaction with SensiMix SYBR no-ROX master mix (Bioline) in a Rotor-Gene 6000 real-time thermocycler (Corbett Research) under the following conditions: 95°C for 10 min, followed by 40 to 45 cycles of 95°C for 15 s, 55°C for 15 s, and 72°C for 15 s (Table 5). All samples were run in duplicate and normalized to *rps29*. Quantification was performed using the Rotor-Gene Q version 2.3.5 software. Primer sequences and other details are listed in Table 5.

**Table 5:** RT-qPCR probes.

**Name**	**Sequence (5′-3′)**	**F/R**	**Product size (bp)**	**Target** **exon(s)**	**Targeted splice variants**	**No. of** **qPCR** **cycles**	**Source**
*rps29*	TTTGCTCAAACCGTCACGGA	F	110	2, 3	ENSDART00000060444.6 (1/1)	Same as target gene	Bower *et al*. (*66*)
	ACTCGTTTAATCCAGCTTGACG	R					
*tdp2b*	TTGAAGACGGACAATGCGGA	F	128	2, 3	ENSDART00000103612.5 (1/1)	45	This manuscript
	AGCTTGCTGTCCTCCACTTC	R					
*mre11a*	CTTCAGTGTGCATGGCAACC	F	104	5, 6	ENSDART00000163434.3 ENSDART00000157758.2 (2/2)	40	This manuscript
	GACTGCGGCCGAAATGATTC	R					
*mus81*	CAGAAAGGCCTGCAGTAGCT	F	102	8	ENSDART00000100782.6 ENSDART00000190027.1 (2/5)	45	This manuscript
	CTGTCCTCCCGGTTTCTGAC	R					
*ercc4*	ACCAATCCCAGGAGAGAACG	F	93	7, 8	ENSDART00000193248.1 ENSDART00000015780.8 (2/2)	45	This manuscript
	AGAATGGTTTAGCGGGGTCA	R					
*ercc1*	CGATTCAGCGTTCTCAAAGGA	F	151	1, 2	ENSDART00000041751.7 (1/1)	40	N. Li
	CTGATGGCCCTTGTGTTTGT	R					
*apex2*	TGAACACCTCTCACAGACCC	F	86	4, 5 (202) 5, 6 (201)	ENSDART00000189272.1 ENSDART00000021514.7 (2/2)	40	This manuscript
	ATCCAGCCACTTTCTCCCAG	R					
*apex2*_201	TCCTGGATTCATTTGATGCGG	F	62	5, 6	ENSDART00000021514.7 (1/2)	40	This manuscript
	CAGGTCGCGGGTAACTTTG	R					
*rbbp8*	AGGAGCTGATCTCGGTCAGT	F	80	12, 13	ENSDART00000063832.6 (1/2)	45	This manuscript
	CCAGCGTCTCCAAGTCTGTT	R					
*sprtn*	CGATGAACAGACCTCCCTCG	F	150	4	ENSDART00000158057.2 (1/1)	40	This manuscript
	TCTCAGTGGCAGGCATCTTG	R					
*neil1*	TTGATGAACGGCAGTCCCAG	F	170	2	ENSDART00000014052.9 (1/2)	40	This manuscript
	GCCAAATCTGCGGGTATCCT	R					
*tdp1*	GCTCCTCAATTGGCTTCCCT	F	133	12, 13	ENSDART00000150149.3 (1/1)	45	This manuscript
	ATGTTCCAGATCCAA GGCCG	R					

### Microarray

Zebrafish embryos were homogenized in TRIzol reagent (Invitrogen) to extract RNA, according to the manufacturer’s protocol. RNA was then sent to the Affymetrix Microarray Core Facility at the University of Sheffield. There, samples were processed using the Affymetrix WT plus protocol. Total RNA (200 ng) was taken forward to biotin labeling. Samples were hybridized using the Affymetrix standard protocol and the hybridization, wash, and stain solutions. Hybridization was carried out overnight at 45°C for 16 hours in a rotating hybridization platform. Post-hybridization stringency washing was performed using the Affymetrix fluidics station, following the protocol outlined in the Affymetrix instructions. The samples were scanned on an Affymetrix GeneChip Scanner 3000, according to the manufacturer’s protocols. Raw data were processed and Robust Multi-array Average (RMA) normalized using the Transcriptome Analysis Console version 4.0 (Applied Biosystems).

### *Apex2* crispants

Wild-type embryos at one-cell stage and under were injected with a pool of four gRNAs against genomic *apex2* (Table 3). Each embryo was injected with 1 nl of a solution containing of 2.5 fmol of each gRNA (total, 10 fmol), 10 fmol of Cas9 protein (NEB, M0386), and 10 fmol of trans-activating CRISPR RNA (tracrRNA). gRNA efficiency was determined by PCR on DNA extracted from single embryos. DNA extraction was carried out using the HotSHOT DNA isolation method. A total of 25 μl of 1× base solution (1.25 M KOH crystals and 10 mM EDTA) was added to each embryo and incubated for 30 min at 95°C. Tubes were vortexed, and 25 μl of 1× neutralization solution (2 M tris-HCl in Milli-Q water) was added before vortexing again; the DNA was kept on ice. The solution was centrifuged for 2 min at 4200 rpm. PCR was carried out using primers listed in Table 6. Embryo images were taken using the Leica M165 FC dissecting microscope with Leica Application Suite version 4.3.0; total distance traveled was quantified using ImageJ, as described by Meijering *et al*. (*63*), after correcting for camera movement.

**Table 6:** *apex2* genotyping primers.

**Primer**	**Sequence (5′-3′)**	**F/R**	**Source**
*Apex2*	ACAACCTCATGTTGCCCATAAC	F	IDT
	TGGTCACCATAGCAACCAATAA	R	

### Statistical analyses

For adult behavioral analysis, *n* = 36 corresponds to each of the 18 fish recorded twice. *P* values were calculated using two-tailed Student’s *t* test with Holm adjustment for multiple comparisons. For embryonic behavioral analysis, *P* values were calculated between *tdp1^−/−^* and *tdp1^−/+^* pairs from *n* = 39 (4 dpf) or *n* = 14 (5 dpf) for *tdp1^−/+^* DMSO, *n* = 49 (4 dpf) or *n* = 25 (5 dpf) for *tdp1^−/−^* DMSO, *n* = 43 (4 dpf) or *n* = 15 (5 dpf) for *tdp1^−/+^* CPT, and *n* = 45 (4 dpf) or *n* = 22 (5 dpf) for *tdp1^−/−^* CPT using a two-tailed Student’s *t* test with Holm adjustment for multiple comparisons. In the swim tunnel test, *n* = 6 and the *P* value for the “survival” curve was calculated using the Mantel-Cox test, while for the *U*_crit_, weight, and length parameters, a two-tailed Student’s *t* test was used; for the drop test (*n* = 8), *P* values were calculated by two-tailed Student’s *t* test. For intraperitoneal TPT injections, *n* = 7 for TPT-treated and DMSO-treated *tdp1^WT^* and DMSO-treated *tdp1^−/−^*, while *n* = 8 for TPT-treated *tdp1^−/−^*. *P* values were calculated using two-tailed Student’s *t* test with Holm post hoc analysis for multiple comparisons; for the blind CPT sensitivity assay in embryos, *n* = 40 for *tdp1^−/+^* incross and *n* = 23 for the *tdp1^−/−^* and *tdp1^−/+^* cross. A chi-square test was used to calculate two-tailed *P* value; for Top1-CC quantification and Western blots, *P* values were calculated from three biologically independent experiments with two-tailed Student’s *t* test. For γH2AX, *n* = 8 for all untreated conditions, *n* = 10 for IR0 *tdp1^WT^* cerebellum, *n* = 8 for IR0 *tdp1^−/−^* cerebellum, *n* = 8 for IR0 *tdp1^WT^* optic tectum, *n* = 9 for IR0 *tdp1^−/−^*optic tectum, *n* = 5 for IR30 *tdp1^WT^* cerebellum and optic tectum, and *n* = 4 for IR30 *tdp1^−/−^* cerebellum and optic tectum. qPCR results were quantified from three biological repeats and normalized to *rps29*. *P* values were derived from performing two-way analysis of variance (ANOVA) with Holm post hoc analysis for multiple comparisons. The microarray experiment was performed on samples from three biologically independent experiments, and results were processed using the Transcriptome Analysis Console version 4.0 with default analysis settings, except for fold change (<−1.2 or >1.2). The *apex2* crispant movement analysis was performed on *n* = 33 for control uninjected DMSO-treated embryos, *n* = 47 for control uninjected *apex2* crispants, *n* = 35 for control uninjected CPT-treated embryos, and *n* = 39 for CPT-treated *apex2* crispants; *P* values were calculated using two-way ANOVA with Sidak post hoc analysis. All values were plotted ±SEM. *P* values are indicated as follows: not significant, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001.

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/7/5/eabc4165/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

How the deposited data were processed for this re-analysis (not part of the article)

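The data are 6 arrays of RNA from whole zebrafish embryos at 5 dpf, 3 of *tdp1 WT* and 3 of *tdp1-/-* embryos, all treated with 500 nM CPT for 16 hours. The samples were mapped to genotype and replicate number from the submitters' labels and the paper. The authors labelled the RNA with the Affymetrix WT plus protocol, scanned the arrays and processed them in the Transcriptome Analysis Console with RMA, which is also the tool named in the submitters' processing notes. The authors' deposited values are on the log2 scale, 1 per transcript cluster and array, after background correction, quantile normalization and summarization of probes. The genome build and annotation release behind the clusters are not given in the sources used here. The table holds 75212 rows, of which 14293 share all 6 values with another row, leaving 65940 distinct rows. Control probes could not be told from other rows and were not removed.

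Gene symbols came from the platform annotation, which names 20806 rows with 1 symbol, 855 with several and 53551 with none. Of the rows with 1 symbol, 20323 were matched by Entrez ID to the RefSeq gene table of assembly GRCz12tu and given its symbol, and 483 kept the annotation's symbol, for 19260 genes in all. The assembly was used only for names, for chromosomes and for which genes neighbour each other. A distance in bases was planned for the comparison of genes near *tdp1*, and the 100 genes on each side of it in the order of that table were used in its place.

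From the deposited log2 values, R 4.3.3 and limma 3.58.1 (lmFit and eBayes) gave the log2 fold change of *tdp1-/-* minus *tdp1 WT* for each cluster with its standard error, p and Benjamini-Hochberg adjusted p over all clusters. Counts are given at an adjusted p under 0.05, and at an unadjusted p under 0.05 with the study's fold change threshold of 1.2. On simulated data with the means and spreads of these arrays and 200 changed clusters among 75212, the fit found 64% of clusters changed by 2 on the log2 scale and 16% of those changed by 1 at an adjusted p under 0.05. At an unadjusted p under 0.05 it found 100% and 91%, together with 5.26% of unchanged clusters. With the replicate block it found 0% of either at an adjusted p under 0.05. The simulated arrays held no effect shared by same-numbered arrays. How many changed clusters the block would find in paired arrays is therefore not known from it.

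The genes named were chosen by a rule written before the data were examined: the genes the paper names for this experiment or as repair candidates, their paralogs and the qPCR reference *rps29*; the 12 higher and 12 lower clusters with 1 gene symbol with the smallest unadjusted p, since none was under an adjusted p of 0.05; the 2 members of each gene list with the smallest unadjusted p; and up to 10 called genes nearest *tdp1*. No cluster was named *sprtn*, *tdp2a*, *si:dkeyp-53e4.4* or *CABZ01069162.1*. In addition, 4 clusters without a symbol are given by their identifiers. List members named because the replicate block called them or ended their call were chosen after their values were seen.

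There were 36 gene lists, of DNA repair and damage responses, stress, immunity, chromatin, the clock and tissue markers, each fixed before the data were examined, and 35 had at least 2 measured members. Some genes are in several lists, so a count of lists is not a count of separate signals. All 7 qPCR candidates are also in the list of Top1-linked break repair, which shares *lig1* and other genes with base excision repair. Listed symbols were matched by symbol or synonym, and by a synonym the metallothionein *mt2* of the oxidative stress list was matched to *mtnr1ba*, a melatonin receptor gene, which was also left out as an alternative added after the match was seen. A gene was represented by its cluster with the highest mean. Lists were tested with limma's camera at a preset correlation of 0.01 between members, with Benjamini-Hochberg adjustment over the lists. As alternatives, camera was run with the correlation estimated from the arrays, and fry was run, which tests whether the members of a list move on balance in 1 direction. On simulated data a list of 30 genes shifted by -0.2 on the log2 scale had an adjusted camera p of 3.77e-07, and none of 35 unshifted lists passed. The simulated genes varied independently, so this cannot show how often camera passes a list whose members vary together. On the real arrays the highest of the splits other than by genotype gave 8 lists past camera. The same shifted list had an adjusted p of 0.17 with an estimated correlation. The share of called clusters on the chromosome of *tdp1* was compared with all other chromosomes by Fisher's exact test, two-sided.

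Both genotypes carry replicate numbers 1 to 3. The deviations from the genotype means of same-numbered arrays correlated with r of 0.203, 0.216 and 0.29 for replicates 1, 2 and 3, all over 0.1, and by these deviations all 6 arrays correlated best with the array of their own number in the other genotype, which the log2 values themselves did not show for *tdp1 WT* replicates 2 and 3. The numbers were therefore taken to pair the arrays, and the fit with the replicate number as a block is given beside a main result where it changes a call or a count. Not every list member whose call it changed is named. The first principal component, with 32.7% of the variance, separated the arrays of replicate 3 from the others, and the second, with 26.2%, separated *tdp1-/-* replicate 2.

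Values of single named genes were also compared by an exact permutation test, two-sided, over the 20 ways to assign 3 of 6 arrays. This test does not use the pairing of arrays by replicate number.

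The alternatives were the replicate block, leaving out each array, a further quantile normalization, median centring, the clusters brighter than the median, a variance model with a trend, no moderation, array weights, other thresholds, 1 cluster per gene and other set tests. Chosen after the data were seen were the exact permutation tests, distinct rows only, annotated clusters only, the block in the set tests, and leaving out *tdp1* itself in the chromosome comparison. Slide and scan date were not used here. Figures were drawn with matplotlib 3.10.9.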

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

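The tests of normalization, of correlated list members, of the shared experiment and of other splits of the arrays were chosen after the results were seen, and the test of the chromosome was written before.

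A signal outside what the paper's text discusses appeared on the chromosome that carries *tdp1*. Of 730 clusters with 1 gene on chromosome 17, 25 were called at an unadjusted p under 0.05 and a fold change over 1.2 from limma (3.42%), against 1.86% elsewhere, an odds ratio of 1.87 (Fisher's exact test, p = 0.00541, 0.135 after adjustment over 25 chromosomes). The mutated gene *tdp1* is itself 1 of the 25. Without it 24 of 729 were called, an odds ratio of 1.79 (Fisher's exact test, p = 0.0121). Of the 24 named genes with the smallest p, 6 lie on this chromosome, *lgals3b*, *asmt2*, *efcab11*, *gdf3*, *fhl5* and *ehd4*, and *efcab11* (log2 fold change 0.82) and *hmbox1a* (-0.36) lie 1 and 2 genes away from *tdp1* among those on the array. A difference in sequence linked to the selected allele may account for this, which is a hypothesis; its test asked for an odds ratio above 1.5 and a higher share near *tdp1*, and gave 4.95% among the 200 nearest genes against 2.56% on the rest of the chromosome, a difference that did not pass its own test (Fisher's exact test, p = 0.114). After a further quantile normalization the odds ratio was 1.72. Array-wide level differences have no reason to favour 1 chromosome, so this test could hardly have come out otherwise and says little about them. By Fisher's exact test the call ended with the replicate block (odds ratio 1.35, p = 0.0851), without *tdp1-/-* replicate 2 (1.5, p = 0.0925) and without *tdp1-/-* replicate 3 (1.58, p = 0.0573); of the 10 splits of the arrays only the real 1 reached 1.87, with 1.19 as the highest other, too few splits for a share under 0.05, and with the block it was 1.35 against at most 0.582 in the 3 others that part all pairs.

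The lists of proliferation (median log2 fold change -0.189) and epidermis (-0.169) were lower in *tdp1-/-* embryos, in all 3 same-numbered pairs as the mean of their members, by camera at the preset correlation but not with an estimated one (adjusted p of 0.421 for both), and the paper's text does not discuss them. Array-wide level differences are argued against by a median of -0.186 for epidermis after a further quantile normalization, the nearer to 0 of both lists, with both past camera. Whether members that vary together between pools of embryos account for it cannot be told, since a simulated list with a true shift did not pass with an estimated correlation either (adjusted p = 0.17). In the real grouping 13 lists passed camera, against 8 in the highest of the other splits, and only 1 of the 10 splits had as many, too few for a share under 0.05, while with the block it was 12 against at most 1 in the 3 others that part all pairs. Several of these lists share genes and do not count as separate signals. By size of the median the real grouping was the highest of the 4 splits that part all pairs, against at most 0.0894 for proliferation and 0.114 for epidermis, while splits that part 1 pair, which replicate differences enter, reached 0.208 (camera, adjusted p = 0.00924) and 0.198, and with so few splits chance stays open. Both lists were flagged for their camera p in the real grouping, which favours that grouping here, so its rank among the splits is not independent evidence.

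Without the replicate block fewer clusters were past an unadjusted p of 0.05 (3.57%) than chance gives, and with it more were (6.42%). An effect shared by the arrays of 1 experiment is consistent with this rise. In 7 of the 10 splits at least the real 2688 clusters were called, and the highest other split called 10490, the grouping of *tdp1 WT* replicates 1 and 2 with *tdp1-/-* replicate 1 against the rest, which points to a structure of the arrays other than genotype. Among the 4 splits that part all pairs, with the block, the real grouping called 4830 clusters and the highest other 3875, and 10 or 4 splits are too few for a share under 0.05.

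The list of Top1-linked break and single-strand break repair had a median log2 fold change of -0.131, photoreceptor markers -0.197 and heart markers -0.169, lists the paper's text does not discuss as such. The named genes with the smallest p, which the paper's text does not name, were *lgals3b* (log2 fold change 1.53) among those higher and *fhl5* (-0.78) among those lower, each in the same direction in all 3 pairs.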

How the results depend on the processing

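The directions of *tdp1*, *znf644b* and *neil1* held under every alternative run, and the sign of *apex2* and *rps29*, which passed no threshold, turned under some. The replicate block ended the calls of *neil1* (0.462) and of the chromosome of *tdp1* (odds ratio 1.35, and 1.31 with *tdp1* itself left out). It also ended the call of the lens list (0.0758, with an adjusted camera p of 0.073) and raised the count at the study's fold change to 4830. It changed no other call of a list or of *tdp1* and *znf644b*. Only some of the list members whose calls it changed are named with the lists. With the block 0 clusters were under an adjusted p of 0.05. On simulated data without an effect shared by same-numbered arrays the block found 0% of changed clusters there. What it would find in paired arrays was not simulated. A further quantile normalization put 7 clusters under an adjusted p of 0.05, median centring 8 and array weights 9, counted as rows, which can share all their values. The call of *neil1* also ended with quantile normalization, the trend model and no moderation (0.462 in each), with median centring (0.44) and with array weights (0.379). The *tdp1* call ended with the trend model and without moderation (both -0.40) and with array weights (-0.364). The count at the study's fold change was 1340 in the clusters brighter than the median, 716 in annotated clusters alone, 1389 at a fold change over 1.5 and 565 at an unadjusted p under 0.01. Camera with an estimated correlation left 0 of 13 lists, with or without the block, and fry 1 in each case, Top1-linked break and single-strand break repair without the block and photoreceptor with it. The list medians are the same in all 4 of these set tests, -0.26 for the qPCR candidates, -0.131 for Top1-linked break repair, -0.073 for base excision repair, -0.0756 for homologous recombination and Fanconi anemia, -0.14 for the checkpoint, 0.0692 for p53 targets, -0.189 for proliferation, 0.0671 for the clock, -0.166 for glia and myelin, -0.197 for photoreceptor, 0.0758 for lens and -0.169 for both heart and epidermis. The lens call also ended with median centring (0.0541) and with the mean of all clusters of a gene (0.0758), homologous recombination in the clusters brighter than the median (-0.0551) and with array weights (-0.0722), and the clock with array weights (0.0768), while skeletal muscle passed with the trend model (-0.0616) and array weights (-0.0642). Leaving out 1 array at a time gave 0 to 1 clusters under an adjusted p of 0.05, 1881 to 5004 at the study's fold change, -0.527 to -0.271 for *tdp1*, 0.298 to 0.586 for *neil1*, odds ratios of 1.5 to 2.61 for the chromosome and 5 to 11 lists past camera, with medians of -0.275 to -0.184 for the qPCR candidates, -0.12 to -0.0258 for base excision repair, -0.184 to -0.0301 for homologous recombination and Fanconi anemia, -0.186 to -0.0955 for the DNA damage checkpoint, 0.0243 to 0.128 for p53 targets, -0.0672 to -0.000946 for the oxidative stress response, 0.0422 to 0.101 for the clock, -0.212 to -0.085 for glia and myelin, -0.252 to -0.094 for photoreceptor, 0.0398 to 0.116 for lens, -0.0628 to 0.00216 for skeletal muscle, -0.232 to -0.134 for heart, 0.0239 to 0.0915 for liver and -0.0489 to 0.183 for exocrine pancreas. The cause was not tested for any of these changes, apart from the fewer arrays or clusters that a setting leaves. Annotated clusters alone, leaving out *tdp1*, the block in the set tests and leaving out *mtnr1ba* (oxidative stress, -0.0291, not past camera in either case) were chosen after the data were seen. Slide and scan date were not run, the set tests have no setting without moderation, and *sprtn*, *si:dkeyp-53e4.4* and *CABZ01069162.1* have no value. Signal over background was not analysed here, and low values such as those of *apex2* limit what can be seen.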

Differences from the paper's values

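The paper reports 1720 differentially expressed transcript clusters, and 2688 were counted here at the study's fold change threshold with an unadjusted p under 0.05, a p threshold the paper's text does not state. Apart from the fold change, the paper used the defaults of the Transcriptome Analysis Console, which was not run here. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's without moderation of the variance (1853), without *tdp1 WT* replicate 1 (1881), 2 (2527) or 3 (2511), in the clusters brighter than the median (1340) and at a fold change over 1.5 (1389), and did not with the replicate block (4830), without *tdp1-/-* replicate 1 (5004), 2 (2657) or 3 (2672), with quantile normalization (3114), median centring (2946), the trend model (2720), array weights (3168) or an unadjusted p under 0.01 (565). Of those chosen after the data were seen, distinct rows only gave 2134, within 1.5 times, and annotated clusters only 716, which is not.

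For up-regulated clusters the paper reports 1021, and 1718 were counted here. The count was within 1.5 times without moderation (1129), without *tdp1 WT* replicate 1 (1005) or 2 (1458), without *tdp1-/-* replicate 2 (1439) or 3 (1397), in the clusters brighter than the median (740) and at a fold change over 1.5 (909), and not with the replicate block (2966), without *tdp1 WT* replicate 3 (1730), without *tdp1-/-* replicate 1 (3799), with quantile normalization (1566), median centring (1669), the trend model (1712), array weights (2102) or an unadjusted p under 0.01 (351). Distinct rows only gave 1300, within 1.5 times, and annotated clusters only 332, which is not. The count of down-regulated clusters, 970 here and 699 in the paper, was within 1.5 times.

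The paper reports *znf644b* as 4.88-fold up-regulated, and the cluster of that name was 1.15-fold higher here. None of the alternatives set before the data were examined came within 1.5 times the paper's value, with folds from 1.06 to 1.24. The paper lists *znf644b* first among its hits with the lowest p, whereas here the lowest p-values belonged to clusters without a gene symbol, and among clusters with 1 symbol to *lgals3b*. The 10 distinct clusters with the lowest p, none with a symbol, were up to 7.81-fold higher and up to 7.06-fold lower, and whether any of them belongs to *znf644b*, *si:dkeyp-53e4.4* or *CABZ01069162.1* was not analysed here, so the ranking cannot be set against the paper's gene by gene. No value was computed for *si:dkeyp-53e4.4*, *CABZ01069162.1* or *sprtn*. For *neil1* the paper reports about 1.3-fold and 1.38-fold was found here, and *tdp1* was lower here as in the paper.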

Other observations

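Of the 35 gene lists tested, 22 had an adjusted camera p of 0.102 or more, with medians from -0.0616 for skeletal muscle to 0.073 for exocrine pancreas. Leaving out 1 array brought exocrine pancreas past camera in 3 of 6 cases, and skeletal muscle, liver and the oxidative stress response in 1 each. Among these were liver markers, with 19 of 31 genes positive and the vitamin D binding protein gene *gc* 1.39-fold higher, and erythrocyte markers, with 13 of 20 genes negative and the globin gene *hbae1.1* 1.35-fold lower (its other cluster had a log2 fold change of -0.18). In the apoptosis list, *casp3b*, an executioner caspase gene, was 1.38-fold higher and *bida*, a BH3-only member of the Bcl-2 family, 1.36-fold higher, while the list as a whole had a median of 0.0238. Under oxidative stress response *nqo1* was 1.47-fold lower with a list median of -0.0272 (-0.0291 without *mtnr1ba*, a melatonin receptor gene that a synonym gave for the listed metallothionein *mt2*), and under H3K9 methylation *dnmt1*, the maintenance DNA methyltransferase gene, 1.50-fold lower with a list median of -0.00825. Each of these genes had a limma unadjusted p under 0.05 and an adjusted p of 1. With the replicate block *aifm1* in the apoptosis list, *hmox1a* under oxidative stress and *suv39h1b* under H3K9 methylation were lower as well, and 3 liver genes were higher. For antigen presentation (median -0.00303, mean 0.041) and cerebellum (median -0.0145, camera direction up) the median and the test differed in sign.

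Among the p53 targets that respond to DNA damage, the cell cycle inhibitor gene *cdkn1a* had a log2 fold change of 0.18 (standard error 0.16) and *mdm2* 0.08 (standard error 0.13), both higher in all 3 same-numbered pairs. The growth arrest genes *gadd45aa*, *gadd45bb*, *gadd45ab* and *gadd45ba* had 0.48, 0.34, 0.31 and 0.03, none past an unadjusted p under 0.05 in limma, and with the replicate block *gadd45aa* and *gadd45bb* were called higher. Of the 25 p53 targets measured, 20 had a positive and 5 a negative log2 fold change. Lower in all 3 pairs were *fas* (-0.23, standard error 0.16) and *sesn3* (-0.15, standard error 0.21), neither past an unadjusted p under 0.05 in limma. The genes *cdkn1a*, *mdm2*, *gadd45aa*, *gadd45ba*, *fas* and *sesn3* were chosen after their values were seen.

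The paper's qPCR found lower *neil1* in *tdp1-/-* embryos, both with DMSO and with CPT, while on the arrays *neil1* was higher under CPT. The paper's qPCR found similar *tdp2b* levels in both genotypes under CPT, and on the arrays *tdp2b* had a log2 fold change of -0.26 and was not called. The qPCR reference gene *rps29* had a log2 fold change of 0.02, which turned to -0.003 with median centring and -0.01 with array weights. The arrays hold CPT-treated embryos alone, so the changes after CPT that the paper reports for *apex2*, *ercc4*, *ercc1*, *mus81* and *tdp1* were not analysed here.

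Other called genes near *tdp1* in the order of the gene table were *fhl5*, *galcb*, *cdk1*, *sccpdha.1*, *adpgk2*, *lgals3b*, *sstr1a* and *zgc:65997*, of which *galcb*, the galactosylceramidase gene whose loss in humans causes Krabbe disease, was 1.33-fold higher and *adpgk2* 1.47-fold lower. Among all genes with a chromosome, 681 of 18808 (3.62%) lie on chromosome 17, against 6 of the 24 with the smallest p (odds ratio 8.94, Fisher's exact test, p = 0.00017) and 5 of 24 with the replicate block (odds ratio 7.05, p = 0.00147). This comparison was made after the genes had been seen, and neighbouring genes are not independent.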
